# Analyzing the dose-dependence of the *Saccharomyces cerevisiae *global transcriptional response to methyl methanesulfonate and ionizing radiation

**DOI:** 10.1186/1471-2164-7-305

**Published:** 2006-12-01

**Authors:** Michael G Benton, Swetha Somasundaram, Jeremy D Glasner, Sean P Palecek

## Abstract

**Background:**

One of the most crucial tasks for a cell to ensure its long term survival is preserving the integrity of its genetic heritage via maintenance of DNA structure and sequence. While the DNA damage response in the yeast *Saccharomyces cerevisiae*, a model eukaryotic organism, has been extensively studied, much remains to be elucidated about how the organism senses and responds to different types and doses of DNA damage. We have measured the global transcriptional response of *S. cerevisiae *to multiple doses of two representative DNA damaging agents, methyl methanesulfonate (MMS) and gamma radiation.

**Results:**

Hierarchical clustering of genes with a statistically significant change in transcription illustrated the differences in the cellular responses to MMS and gamma radiation. Overall, MMS produced a larger transcriptional response than gamma radiation, and many of the genes modulated in response to MMS are involved in protein and translational regulation. Several clusters of coregulated genes whose responses varied with DNA damaging agent dose were identified. Perhaps the most interesting cluster contained four genes exhibiting biphasic induction in response to MMS dose. All of the genes (*DUN1*, *RNR2*, *RNR4*, and *HUG1*) are involved in the Mec1p kinase pathway known to respond to MMS, presumably due to stalled DNA replication forks. The biphasic responses of these genes suggest that the pathway is induced at lower levels as MMS dose increases. The genes in this cluster with a threefold or greater transcriptional response to gamma radiation all showed an increased induction with increasing gamma radiation dosage.

**Conclusion:**

Analyzing genome-wide transcriptional changes to multiple doses of external stresses enabled the identification of cellular responses that are modulated by magnitude of the stress, providing insights into how a cell deals with genotoxicity.

## Background

DNA is the conduit for the transmission of genetic information between generations of a species [1]. The linear sequence of DNA is labile and can be altered by both intracellular and extracellular sources in a variety of ways. For example, within a cell errors by replication machinery can lead to point mutations while the physical stresses of replication can fracture strands of DNA. External sources can mutate DNA by alkylating single strands, causing interstrand crosslinks, or even breaking strands apart, resulting in the loss of some bases upon ligation [2-4].

One of a cell's most crucial tasks is maintaining the integrity of genetic information from one generation to the next [5]. Although some mutations are beneficial in the long term by allowing for adaptation to changing environments via natural selection, most mutations are detrimental and can lead to consequences as serious as cell death or transformation; the correlation between mutagenic activity and carcinogenic activity is approximately 90% [6]. This high correlation has increased interest in identifying causes of DNA damage and the effects of this damage on the cellular environment with the hopes of both preventing cancer and developing better chemotherapeutic agents for the treatment of existing cancerous cells [7-10].

*Saccharomyces cerevisiae *is commonly used as a model organism for studying the DNA damage response because its genome is well-annotated and the cells are easily cultured and genetically manipulated. Furthermore, because yeasts are eukaryotic, the gene regulation and biochemical pathways involved in responding to DNA damage are expected to be similar to, although perhaps simpler than, those of higher organisms. Indeed, the basic cellular responses to DNA damage have been shown to be similar in yeast and humans [11,12]. Many DNA damage sensory and repair mechanisms in humans have been identified from their homology to similar mechanisms in yeast [13].

The study of the DNA damage response in yeast has uncovered a broad variety of mechanisms used by the cells to sense and repair the damage. When cells sense a defect in their DNA, several signal transduction pathways are induced which in turn activate various checkpoints that cause cell-cycle arrest at the G1, S, or G2 phases until the defect can be repaired [14]. These signal transduction pathways regulate genome-wide expression patterns, causing hundreds of genes to be induced or repressed in direct response to the perceived damage [15]. Many of the induced genes are also upregulated in response to cell cycle arrest in stationary phase or in response to general cell stresses, indicating that DNA damage response pathways in yeast overlap with other cell cycle pathways [16,17]. Once cell division is arrested, repairs can be made in a variety of ways depending on the type of damage which has occurred. Single-strand lesions can be repaired by base excision repair, nucleotide excision repair, or mismatch repair using the non-altered strand as a template, while double-strand breaks are repaired by homologous recombination or non-homologous end joining [18-22].

To better define the cellular pathways involved in the recognition and repair of DNA damage, it is important to identify the global set of genes induced or repressed in response to the damage. These genes have been identified in a number of ways. Traditionally, pools of mutants were screened for sensitivity to various DNA damaging agents, enabling the proposal of epistasis groups based on common responses [23,24]. In the last 10 years, the proliferation of spotted and oligonucleotide microarrays have enabled genome-wide profiling in response to multiple DNA damaging agents [15,25-27]. These types of studies identified hundreds of genes not previously known to be modulated in response to DNA damage. Recently the two approaches have been combined by culture of gene deletion mutant strains tagged with unique identification sequences in the presence of a variety of DNA damaging agents, followed by PCR amplification and microarray hybridization of the identification sequences to assess the relative fitness level of each strain as a result of the exposure [28-31]. With each new study, genes not previously known to be regulated by DNA damage are identified, suggesting that there are additional genes and pathways whose control is crucial in DNA damage response yet to be distinguished.

In this study, we identified genes involved in the transcriptional response to DNA damage based on variation in expression upon exposure to two representative DNA damaging agents, methylmethane sulfonate (MMS) and ionizing gamma radiation (γ-ray), over three orders of magnitude of agent dose. MMS is a DNA alkylating agent known to methylate guanine residues at the N-7 position [30,32]. While this methylation is often tolerable to the cells, MMS can also methylate guanine at the O-6 position or adenine at the N-3 site [30,32]. These latter lesions inhibit DNA synthesis and must be repaired for replication to properly occur [30,32]. Ionizing radiation induces multiple types of DNA damage, but double strand breaks are considered to be the most lethal [33]. MMS generally produces single-strand lesions which inhibit DNA replication at the S phase checkpoint, while double-strand breaks caused by γ-ray inhibit the G_2_/M checkpoint [34]. Using spotted microarrays, Gasch et al. performed studies where *S. cerevisiae *cells were cultured in the presence of 0.02% MMS and the transcriptional response was assessed at multiple timepoints up to 120 min [26]. Jelinsky et al. performed a similar work using oligonucleotide arrays to monitor the transcriptional response of *S. cerevisiae *to 0.1% MMS at three timepoints up to 60 min [15]. Both groups identified clusters of genes co-regulated temporally in response to MMS.

Collectively, studies of the *S. cerevisiae *transcriptional response to MMS have reported results for multiple MMS doses. Jelinsky et al. reported that 693 genes showed a significant transcriptional modulation in response to 0.1% MMS for one hr [15], while Gasch et al. reported that more than 750 genes showed a significant change in transcription levels when exposed to 0.02% MMS for two hr [26]. More recently, using oligonucleotide arrays, Caba et al. identified 1,377 genes with a significant transcriptional response to 0.12% MMS for two hr [25]. These results suggest a dose-dependent element to the transcriptional response of *S. cerevisiae *to MMS, although yeast strains and culture conditions varied in these studies. Jelinsky et al. did examine multiple doses and reported a total of 1,863 genes responding to at least one of three doses; however, these doses varied by less than one order of magnitude [15].

Similarly, Jelinsky et al. observed 248 genes with a significant transcriptional response to 300 Gy of gamma irradiation [15]. Gasch et al. reported over 500 genes whose expression changed as a result of exposure to 170 Gy of gamma irradiation [26]. De Sanctis et al. used spotted microarrays to compare the global transcriptional responses of wild-type and *rad53 *strains to ionizing radiation administered in doses of 0.8 Gy, 8 Gy, 80 Gy, 300 Gy, and 400 Gy [35]. They observed 72 genes with a 2-fold or more change in transcription level in response to 80 Gy (with 56 genes being induced and 16 genes being repressed) and 86 genes with a 2-fold or more change in transcription level in response to 400 Gy. Recently, Mercier et al. used spotted microarrays to identify approximately 1400 genes with a significant change in transcription level after exposure to 200 Gy of ionizing radiation [34]. In this work, we used oligonucleotide microarrays to quantify the transcriptional response of *S. cerevisiae *cells to multiple doses, varying over three orders of magnitude, of MMS and γ-ray to show how the global response varies with dose and to identify sets of genes that respond similarly to dose changes.

## Results and Discussion

### Hierarchical clustering of array data

Hierarchical clustering illustrating the transcriptional response of *S. cerevisiae *to MMS and γ-ray is shown in Figures 1, 2, 3, 4, 5, 6. Figure 1 shows all of the genes with a significant response to at least one dose of MMS and/or γ-ray, and Figure 2 shows a Venn diagram containing the number of genes regulated by each type and dose of genotoxicity. Figure 3 highlights four clusters found in Figure 1 that have notable responses to both MMS and γ-ray. Figure 4 illustrates a subset of genes that responded to only one dose of γ-ray. Figure 5-A contains only those genes with a significant transcriptional response to at least one dose of MMS (γ-ray was not considered in this cluster), and Figure 5-B contains genes with a significant response to at least one dose of γ-ray. Figure 6 contains clusters from Figure 5 in which a dose-dependent response to either MMS or γ-ray was observed.

### Global transcriptional response to MMS and γ-ray

Figure 1 shows an overview of the global transcriptional responses to both MMS and γ-ray, obtained by simultaneous clustering of genes and treatments. 

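The arrays measured RNA of strain SPY810, a haploid MATa strain of the W303 background, after exposure to methyl methanesulfonate (MMS), which methylates the bases of DNA, at 0.001%, 0.01% or 0.1%, or to γ-rays from a cesium source, which break DNA strands, at 1, 10 or 100 Gy. In each of 3 independent experiments per agent, 1 culture was divided into 4 parts, of which 1 stayed untreated. This gives 24 arrays, 8 conditions of 3 replicates each and 6 cultures. Each NimbleGen array was hybridised with the labelled cRNA of 1 sample in 1 colour. It holds 15 pairs of probes for each of its 6333 open reading frames (ORFs), or 6332 in γ-ray replicate 1. A pair is a perfect match (PM) and a mismatch (MM). The authors' scanner files hold the mean intensity of each probe and were not normalized. The arrays of the MMS experiment and of γ-ray replicate 2 hold 192789 probes, those of γ-ray replicate 1 191400 and those of γ-ray replicate 3 191430. As the methods describe, the signal of an ORF was the mean of PM minus MM, leaving out pairs more than 2 SD from that mean, and each array was scaled to a mean of 1000 units. A floor of 50 units was set before log2, since the text states none. Before scaling, the mean of PM minus MM was 38.9 to 408 units on the MMS arrays and 24.6 to 335.5 on the γ-ray arrays, and 58.9 to 90.2% and 24.4 to 84.2% of the ORFs had PM above MM (one-sided Wilcoxon test). The dimmest array was that of 1 Gy, replicate 3. The number of arrays limits the precision of every value. An ORF was tested in an experiment when it was detected on at least 3 of its 12 arrays, which left 5640 ORFs for MMS and 5306 for γ-rays. Each dose was compared with the untreated parts of the same cultures with limma, the culture as a block, two-sided, and p was adjusted by the Benjamini-Hochberg method. Changes are given as the log2 fold change over the untreated part ± its standard error (n = 3 cultures). A gene that passes has an adjusted p under 0.05, and it had its direction in all 3 cultures where no other number is given. For a gene that was not detected on any array of 1 of the groups, the change is a bound, given as at least so many fold. It is the other group's mean over the lowest signal among the ORFs detected there, or over the gene's own signal where that is higher. On every MMS control this lowest signal was the floor of 50 units, so the size of such a bound depends on the floor. A bound leaves out the spread of the measured group, and without a pass it does not show a change. The gene lists, apart from those of genes activated by Hap1p and of hypoxic genes, were fixed before the data were examined, and p of the list tests with camera were adjusted over the lists of a dose.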

Clustering of treatments shows that all MMS experiments grouped together, as did the γ-ray-treated samples. Furthermore, within the cluster for a specific type of damage, the highest doses tested were clustered together (0.01% and 0.1% MMS and 10 Gy and 100 Gy for γ-ray). 

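The damage-inducible genes RNR2, RNR3 and RNR4, which encode ribonucleotide reductase subunits, and HUG1 were higher after both 0.1% MMS and 100 Gy, and the histone genes HTA1, HTA2, HTB2 and HHF2 and the cell wall genes CTS1, DSE2 and PIR1 were lower after both. After median scaling RNR2 at 0.1% MMS and HHF2 at 100 Gy did not pass (adjusted p = 0.071 and 0.069). Of the ORFs tested in both experiments, 7 were higher at both of these doses and 7 were lower at both. With independent calls 3.03 and 0.93 would be shared. Over the 998 genes of the clustering, the fold changes of 0.1% MMS and 100 Gy had an uncentred correlation across genes of 0.471, those of 0.01% MMS and 100 Gy 0.470, and those of 0.01% MMS and 1 Gy 0.108, the lowest between the agents. Simulated groups without effect gave values near 0, with 0.0989 as the highest. After median scaling the correlations of 0.1% MMS with 100, 10 and 1 Gy were 0.317, 0.0656 and -0.0663. Genes are not independent replicates. In average linkage clustering the MMS doses joined one another at 0.655 and the γ-ray doses at 0.390, and the agents joined at 0.261.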

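CYC1, which encodes cytochrome c, and SSU1, a sulfite pump, were among the most changed genes at both 0.001% and 0.01% MMS. Of the 18 genes higher and the 39 genes lower at 0.001% MMS, 16 and 36 were also called in the same direction at 0.01% MMS, where independent calls would share 0.60 and 0.57. Of the 189 higher and 83 lower at 0.01% MMS, 184 and 67 were also called at 0.1% MMS (70.2 and 10.2 for independent calls). Calls against the same controls are not independent, and the overlap that shared controls alone would give was not simulated. The fold changes of 0.001% and 0.01% MMS had an uncentred correlation of 0.789 across genes and joined first, while that of 0.01% and 0.1% MMS was 0.762 and that of 0.001% and 0.1% MMS 0.547. Among γ-ray doses it was 0.534 for 10 and 100 Gy, which joined first, 0.420 for 1 and 10 Gy and 0.360 for 1 and 100 Gy. All doses of an agent share their untreated parts, and simulated groups without any effect gave about 0.50 in every such pair, so part of each value may come from the shared controls. The values of 1 Gy with 10 and 100 Gy lay below that level. The simulation gave each gene the same spread on all arrays of an agent, but the 1 Gy arrays include the dimmest one. Noisier treated arrays would lower the level, so these values cannot decide whether 1 Gy resembles the other γ-ray doses. The joining of 1 Gy with those doses at 0.390 cannot decide it either. The uncentred covariance, the mean product of the fold changes, less the simulated one was 0.437 for the lower pair of MMS doses, 1.60 for the higher pair, 0.783 for the lowest and highest dose, and 0.12, 0.0097 and 0.0017 for the γ-ray pairs in the order given.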

Clearly, exposure to MMS and γ-ray evokes a widespread transcriptional response in *S. cerevisiae *cells. 

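Among the strongest responses to 0.1% MMS were those of DDI2 and DDI3, damage-inducible genes that encode cyanamide hydratases, at least 202-fold higher (adjusted p = 3.8e-11) and at least 203-fold higher (adjusted p = 8.7e-10). SSU1 rose by 6.37 ± 0.28, the aryl alcohol dehydrogenase genes AAD4 and AAD6 by 5.40 ± 0.39 and 5.18 ± 0.54, and ARO10, a decarboxylase of amino acid breakdown, by 4.66 ± 0.38. Among the lowest were CYC1, at least 26.4-fold lower (adjusted p = 1.2e-07), CYB5, which encodes cytochrome b5, at least 22.3-fold lower (adjusted p = 1.1e-06), ERG5, a sterol desaturase, at -4.23 ± 0.48, and HXT2, a hexose transporter, at -3.88 ± 0.26. At 0.001% MMS SSU1 was already at 2.63 ± 0.28 (adjusted p = 2.5e-05), TIR1, a cell wall mannoprotein, at 2.10 ± 0.20 (adjusted p = 8.2e-06), and CYB5, detected on 1 of 3 arrays there, at -4.11 ± 0.47 (adjusted p = 6.8e-05). CYC1 was lower at 0.001% MMS too (adjusted p = 4.7e-06), with its signal at the floor on all 3 arrays, so that the size of this change was not measured. At 100 Gy the genes that passed also included MFA1, the a-factor gene, at 1.49 ± 0.20 (adjusted p = 0.0010, and 1.26 after median scaling, adjusted p = 0.075), the thioredoxin gene TRX2 at 1.37 ± 0.22 (adjusted p = 0.0047, and 1.15 after median scaling, adjusted p = 0.11), the peroxiredoxin gene AHP1 at 1.24 ± 0.18 (adjusted p = 0.0029, and 1.02 after median scaling, adjusted p = 0.38) and HTA2, histone H2A, at -1.47 ± 0.17 (adjusted p = 3.0e-04). At 0.001%, 0.01% and 0.1% MMS, 18, 189 and 2096 of 5640 ORFs were higher and 39, 83 and 696 were lower. At 100 Gy 8 of 5306 were higher and 7 lower, and at 1 and 10 Gy limma called 0, with 350 and 414 at an unadjusted p under 0.05 where 265 would lie there by chance. Scaling decides the balance at 0.1% MMS. The median ORF had a log2 fold change of 0.60 there, against 0.05 and 0.12 at the lower MMS doses and 0.17, 0.15 and 0.23 at 1, 10 and 100 Gy. With each array scaled to a common median instead, 737 were higher and 1385 lower, and after quantile normalization 896 and 1035. A value after median scaling is given beside a gene where it ends the call or moves it by over 1.5 times. An ordinary test of the 3 ratios with a floor of 1 unit and q-values called no ORF at 0.001% MMS, 0.01% MMS or any γ-ray dose. Leaving out 1 replicate ended the call of MFA1 at 100 Gy (without replicate 2, adjusted p = 0.17), TRX2 at 100 Gy (without replicate 1 or 2, adjusted p up to 0.17), AHP1 at 100 Gy (without replicate 2, adjusted p = 0.11) and HTA2 at 100 Gy (without replicate 2, adjusted p = 0.060). The ordinary test with a floor of 1 unit ended the calls of CYB5, ERG5 and HXT2 at 0.1% MMS, the fit without the culture those of MFA1, TRX2 and AHP1 at 100 Gy, PM signal alone those of SSU1 at 0.001% MMS and TRX2 at 100 Gy, and a floor of 1 unit that of CYB5 at 0.001% MMS.

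**Figure D1:**
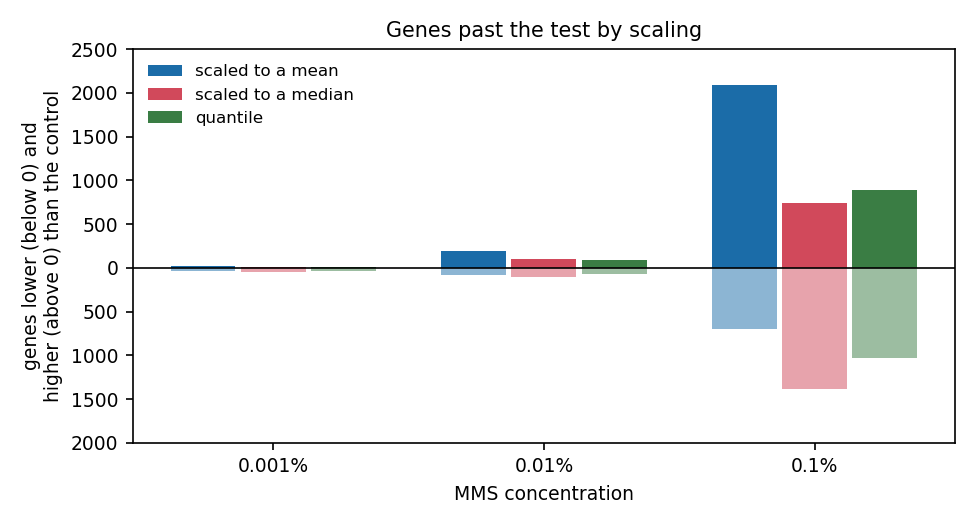
Number of ORFs that passed the limma test at each MMS dose, higher above 0 and lower below 0, under 3 ways to scale the arrays. At 0.1% MMS mean scaling gives 2096 higher and 696 lower, and median scaling 737 higher and 1385 lower.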

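RNR2, RNR3 and RNR4, which encode subunits of ribonucleotide reductase, HUG1, RPN2, a subunit of the proteasome, and PIR1, a protein of the cell wall, were changed at least 3-fold by both agents and passed the test for each. Of the 1075 ORFs that were changed at least 3-fold at some dose of an agent and passed the test at some dose of it, 1073 were so for MMS, 8 for γ-rays and these 6 for both. Median scaling ended the call of RPN2 at 100 Gy (adjusted p = 0.078). Without the requirement of an adjusted p, an alternative chosen after the data were seen, 403 ORFs were changed at least 3-fold at some γ-ray dose and 1085 at some MMS dose. With a replicate left out, the test was not passed by RNR3 at 100 Gy (without replicate 1 or 2, adjusted p up to 0.83), HUG1 at 100 Gy (without replicate 2, adjusted p = 0.25), RPN2 at 100 Gy (without replicate 1 or 2, adjusted p up to 0.35) and PIR1 at 100 Gy (without replicate 2, adjusted p = 0.15). Among the other settings, a floor of 1 unit and testing every ORF ended the calls of RNR3, HUG1 and PIR1, the fit without the culture and the authors' processed values those of RNR3, RPN2 and PIR1, and PM signal alone and quantile normalization that of RPN2.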

Many of the clustered genes exhibited a transcriptional response to both MMS and γ-ray, although, it is clear that the response often varied with dose, as expected (see Additional Files 1, 2, 3, 4).

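Of the 1073 ORFs that were changed at least 3-fold at some dose of MMS and passed the test at some dose, 987 were changed 3-fold at 0.1% alone, 49 at 0.01% and 0.1%, and 17 at all doses. The latter include the ribonucleotide reductase gene RNR3, at least 49.2-fold higher (adjusted p = 2.5e-09) at 0.01%, HUG1 and SSU1, and among the lower ones CYC1, CYB5 and the sterol gene ERG5. At 0.001% alone it was 5, at 0.01% alone 7, at 0.001% and 0.01% 4 and at 0.001% and 0.1% 4. For γ-rays 7 ORFs reached 3-fold at 100 Gy alone and 1, HUG1, at 10 and 100 Gy. HUG1 is a small protein induced by the Mec1p checkpoint. The 8 ORFs were RPN2, a proteasome subunit, RNR2, RNR3, RNR4, HUG1, CTS1, DSE2 and PIR1, a cell wall protein. The number depends on the scaling for MMS, with 854 ORFs after median scaling and 766 after quantile normalization, and on the replicates for γ-rays, with 2 ORFs without replicate 2 and 13 without replicate 3. With PM signal alone it was 80 for MMS and 3 for γ-rays, and with all 24 arrays in 1 fit 35 for γ-rays.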

For further clarity, a Venn diagram (Figure 2) is presented to illustrate the number of genes modulated by at least  3-fold to each DNA damaging agent (2-A), each dose of MMS (2-B), and each dose of γ-ray (2-C).

### Clusters responsive to MMS and γ-ray

In addition to merely identifying genes that were modulated in response to MMS and/or γ-ray, we sought to identify clusters of genes that exhibited similar or opposite dose dependent responses to both MMS and γ-ray. Clustering diagrams of four clusters (A-D) highlighted in Figure 1 are shown in Figure 3.

Cluster 3-A contains 3 genes, all of which have been shown to play a role in mother-daughter cell separation and all of which were down-regulated in response to all doses of MMS and γ-ray. One of these genes is *CTS1*, a chitinase required for cell separation after mitosis, whose transcription is induced during the late M and early G_1 _stages of the cell cycle [36,37]. 

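CTS1, which encodes the chitinase of cell separation, was at -0.26 ± 0.50, -0.76 ± 0.50 and -3.78 ± 0.50 (adjusted p = 0.0010) at 1, 10 and 100 Gy, where only the last passed. In MMS it was at -0.37 ± 0.17 at 0.001%, -1.22 ± 0.17 (adjusted p = 2.1e-04) at 0.01% and -0.56 ± 0.17 (adjusted p = 0.012, and -1.36 after median scaling) at 0.1%. DSE2, a glucanase that degrades the septum from the daughter side, was at -3.10 ± 0.40 (adjusted p = 0.0010) at 100 Gy, -1.12 ± 0.18 (adjusted p = 6.7e-04) at 0.01% MMS and -1.11 ± 0.18 (adjusted p = 7.8e-05, and -1.91 after median scaling) at 0.1% MMS, and did not pass at 0.001% MMS, with -0.71 ± 0.18 (adjusted p = 0.076), or at 1 and 10 Gy, with -0.06 ± 0.40 and -0.53 ± 0.40. ASH1, the daughter-specific repressor of HO, passed at 0.01% MMS, at -2.08 ± 0.47 (adjusted p = 0.015), and was at -0.46 ± 0.47 and -1.16 ± 0.47 (adjusted p = 0.052) at the other MMS doses, while at 100 Gy its signal was at least 6.08-fold lower (adjusted p = 0.26) without passing. Of 11 genes of daughter cell separation, 1, 8 and 8 were lower at the rising MMS doses and 1 was higher at 0.1%, though 0 after median scaling (3, 10 and 9 lower when adjusted over the list alone), and 3 were lower at 100 Gy (11 when adjusted over the list alone). Relative to the median ORF the median of the list was -1.56 at 0.01% MMS (adjusted p = 0.012 with an estimated correlation), -2.22 at 0.1% MMS (camera, adjusted p = 6.4e-07, and adjusted p = 0.061 with an estimated correlation) and -2.43 at 100 Gy (adjusted p = 8.5e-04 with an estimated correlation). EGT2, another enzyme of septum degradation, was at -2.89 ± 0.42 at 0.1% MMS. At 1 and 10 Gy limma called 0 genes of the list, and 0 and 0 were lower at an unadjusted p under 0.05. Calls that did not hold with a replicate left out were those of CTS1 at 100 Gy (without replicate 2, adjusted p = 0.12), CTS1 at 0.1% MMS (without replicate 2, adjusted p = 0.10), DSE2 at 100 Gy (without replicate 2, adjusted p = 0.060) and ASH1 at 0.01% MMS (without replicate 1 or 2, adjusted p up to 0.25). As to the other settings, 1 fit of all 24 arrays ended the calls of CTS1, DSE2 and ASH1 at 0.01% MMS and CTS1 at 0.1% MMS, the ordinary test with a floor of 1 unit those of CTS1 and EGT2 at 0.1% MMS, a floor of 1 unit that of CTS1 at 100 Gy, and testing every ORF that of ASH1 at 0.01% MMS.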

Microarray analysis of *S. cerevisiae *exposed to 5-fluorocytosine, an inhibitor of DNA synthesis, also identified down-regulation of *CTS1 *[38]. *DSE2 *is involved in the separation of daughter cells from mother cells by degrading the cell wall from the daughter side [39,40]. *ASH1 *localizes in daughter cells during mitosis and inhibits the transcription of HO, preventing the daughter cells from changing mating types [41]. The fact that the transcription factor *ASH1 *was downregulated after DNA damage exposure correlates well with observations of Workman et al. that Ash1p binds more genes in the absence of MMS than when MMS is present [42]. The co-regulation of these 3 genes implies that the cell may be actively trying to stop transmission of damaged DNA to daughter cells by inhibiting cell division.

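FAS1, which encodes the beta subunit of fatty acid synthase, was at -0.87 ± 0.25 (adjusted p = 0.19) at 0.001% MMS, -1.77 ± 0.25 (adjusted p = 2.6e-04) at 0.01% and -2.38 ± 0.25 (adjusted p = 1.3e-06) at 0.1%. At 1, 10 and 100 Gy it was at 1.63 ± 0.64 (adjusted p = 0.70), 1.59 ± 0.64 (adjusted p = 0.61) and 1.04 ± 0.64 (adjusted p = 0.71). ACS2, the acetyl-CoA synthetase that supplies the nucleus and cytosol, was at -1.31 ± 0.23 (adjusted p = 0.0058), -1.64 ± 0.23 (adjusted p = 2.6e-04) and -2.17 ± 0.23 (adjusted p = 1.5e-06) at the MMS doses and at 0.80 ± 0.32, 0.64 ± 0.32 and 0.38 ± 0.32 at the γ-ray doses, none of which passed. The difference between the agents, as the mean of the 3 MMS doses minus that of the 3 γ-ray doses, was -3.09 ± 0.64 (adjusted p = 0.0091) for FAS1 and -2.31 ± 0.37 (adjusted p = 6.2e-04) for ACS2. In fits without 1 replicate, the call was lost for ACS2 at 0.001% MMS (without replicate 2, adjusted p = 0.27) and ACS2 at 0.01% MMS (without replicate 2, adjusted p = 0.062). Of the remaining settings, 1 fit of all 24 arrays ended the calls of FAS1 at 0.01% MMS and ACS2 at 0.001% MMS, and a floor of 100 units, quantile normalization and testing every ORF that of ACS2 at 0.001% MMS.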

Cluster 3-B contains 2 genes repressed in response to MMS and induced by γ-ray exposure. *FAS1 *is involved in the synthesis of fatty acids [43,44]. A third gene with similar behavior but excluded from this cluster due to higher than acceptable FDR values, *HMG1*, catalyzes the rate-limiting step in sterol biosynthesis [45]. 

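HMG1, one of the HMG-CoA reductases of sterol synthesis, was lower at each MMS dose, at -2.09 ± 0.46 (adjusted p = 0.033), -2.74 ± 0.46 (adjusted p = 0.0012) and -2.18 ± 0.46 (adjusted p = 9.4e-04), and did not pass at 1, 10 or 100 Gy, with 0.94 ± 0.43, 0.93 ± 0.43 and 0.87 ± 0.43. MMS minus γ-rays was -3.25 ± 0.53 (adjusted p = 7.2e-04). Of 11 genes of fatty acid synthesis, 2, 5 and 7 were lower at the rising MMS doses and none was higher (5, 6 and 8 when adjusted over the list alone), with a median of -1.58 relative to the median ORF at 0.1% (adjusted p = 0.015 with an estimated correlation). OLE1, the fatty acid desaturase, was at -2.43 ± 0.21 and FAS2, the alpha subunit of the synthase, at -2.18 ± 0.32 at 0.1% MMS. Of the 10 tested in γ-rays limma called 0 at every dose, with 4, 3 and 4 higher and 0, 0 and 0 lower at an unadjusted p under 0.05 at 1, 10 and 100 Gy. Their medians were 0.55, 0.51 and 0.62 (2, 0 and 1 higher when adjusted over the list alone). The highest of them at 100 Gy was ACC1, acetyl-CoA carboxylase, at 1.58 ± 0.39 (adjusted p = 0.12). Between the agents, 5 of the 10 were lower with MMS than with γ-rays, none was higher, and the median difference was -1.85 (adjusted p = 0.0010 with an estimated correlation). A call was lost on leaving out a replicate for HMG1 at 0.001% MMS (without replicate 1, 2 or 3, adjusted p up to 0.57) and HMG1 at 0.01% MMS (without replicate 1, adjusted p = 0.052). Other processing ended calls too, as the ordinary test with a floor of 1 unit ended the calls of HMG1 and FAS2 at 0.1% MMS, and a floor of 1 unit, a floor of 100 units, quantile normalization and testing every ORF that of HMG1 at 0.001% MMS.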

Gasch et al. observed the repression of genes responsible for ergosterol synthesis in response to MMS [26], while De Sanctis et al. noted many of these same genes were induced in response to low doses of ionizing radiation, approximately 80 Gy or less [35].

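CHA1, the catabolic serine and threonine deaminase, rose by 1.59 ± 0.34 (adjusted p = 0.0011, and 0.79 after median scaling, adjusted p = 0.089) at 0.1% MMS and was at -0.40 ± 0.34 (adjusted p = 0.94) and -0.24 ± 0.34 (adjusted p = 0.82) at the lower MMS doses. At 1, 10 and 100 Gy it was at 0.11 ± 0.31, -0.50 ± 0.31 and -0.62 ± 0.31, none of which passed. CHA4, the activator of CHA1, was detected on 0 of 24 arrays, so no change of it was tested. YDL016C was not analysed here. Without 1 of the replicates, the test was no longer passed by CHA1 at 0.1% MMS (without replicate 1, adjusted p = 0.076). By setting, quantile normalization and the ordinary test with a floor of 1 unit ended the call of CHA1.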

Cluster 3-C contains 2 genes induced in response to MMS and repressed in response to γ-ray. One of the genes in this cluster, *YDL016C*, is a hypothetical ORF. The other gene, *CHA4*, is a transcription factor for *CHA1*. In the presence of serine or threonine as the sole nitrogen source, *CHA1 *is actively transcribed, but its expression is not detectable when cells are grown in the presence of other nitrogen sources such as ammonium [46]. A recent study by Yang et al. suggests *CHA4 *may play a role in cell-cycle regulation [47] as one of four putative interaction partners of the two forkhead transcription factors, *FKH1 *and *FKH2*, which are involved in cell-cycle regulation and mitotic exit and seem to play a role in yeast dimorphism [48]. This is particularly interesting since 5 of the genes clustered in Figure 1 (*ASH1*, *BEM3*, *CDC24*, *TEC1*, and *UBA4*) play a role in regulating pseudohyphal growth in *S. cerevisiae*.

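CDC24, the exchange factor that activates Cdc42p at sites of growth, rose by 1.39 ± 0.48 (adjusted p = 0.024, and 0.59 after median scaling, adjusted p = 0.37) at 0.1% MMS, and UBA4, which activates the ubiquitin-like protein Urm1p, by 1.92 ± 0.33 (adjusted p = 1.5e-04, and 1.12 after median scaling). BEM3, a GTPase-activating protein for Cdc42p, was at 0.43 ± 0.65 (adjusted p = 0.61) and TEC1, a transcription factor of filamentous growth, at -0.66 ± 0.40 (adjusted p = 0.18), neither of which passed. At 100 Gy none of these passed, with 0.87 ± 0.73 for CDC24, 0.28 ± 0.72 for UBA4, 1.25 ± 0.83 for BEM3 and -0.24 ± 0.83 for TEC1. The replicates left out in turn ended the call of CDC24 at 0.1% MMS (without replicate 1 or 3, adjusted p up to 0.13). PM signal alone, quantile normalization, testing every ORF and 1 fit of all 24 arrays ended the call of CDC24, and the ordinary test with a floor of 1 unit that of UBA4.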

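GAD1, glutamate decarboxylase, rose by 1.76 ± 0.32 (adjusted p = 2.6e-04, and 0.96 after median scaling) at 0.1% MMS, NTG1, a DNA glycosylase for oxidised bases, by 2.28 ± 0.54 (adjusted p = 0.0023), RAD54, a recombination factor, by 2.95 ± 0.38 (adjusted p = 1.0e-05) and NEJ1, a regulator of end joining, by 0.98 ± 0.37 (adjusted p = 0.037, and 0.19 after median scaling, adjusted p = 0.73). At 0.01% MMS RAD54 was at 1.74 ± 0.38 (adjusted p = 0.011). At 100 Gy none of them passed, with 1.42 ± 0.69 for GAD1, 0.74 ± 0.76 for NTG1, 1.72 ± 0.86 (adjusted p = 0.63) for RAD54 and 1.63 ± 0.65 for NEJ1. Of 36 tested genes of Additional file 5 that the study picked from these arrays for a shared upstream motif, 3 were higher at 0.01% and 33 at 0.1% MMS and none was lower (6 and 35 when adjusted over the list alone), with a median of 0.95 relative to the median ORF at 0.1% and 17 higher after median scaling and 18 after quantile normalization (adjusted p = 0.038 with an estimated correlation). Limma called 0 of them at each γ-ray dose, with 4, 5 and 6 higher and 0, 0 and 0 lower at an unadjusted p under 0.05, and medians of 0.68, 0.85 and 0.87. As the study chose these genes on the same samples, their count is not independent evidence of a direction. Leaving out 1 replicate ended the call of NEJ1 at 0.1% MMS (without replicate 1, 2 or 3, adjusted p up to 0.16) and RAD54 at 0.01% MMS (without replicate 1 or 2, adjusted p up to 0.21). Among the other settings, PM signal alone ended the calls of NTG1 at 0.1% MMS and RAD54 at 0.01% MMS, the ordinary test with a floor of 1 unit those of NTG1 and NEJ1 at 0.1% MMS, 1 fit of all 24 arrays those of NEJ1 at 0.1% MMS and RAD54 at 0.01% MMS, and a floor of 1 unit and quantile normalization that of NEJ1 at 0.1% MMS.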

The cluster highlighted in Figure 3-D is composed of 54 genes whose transcription is induced upon exposure to all doses of MMS and γ-ray used in this study. Several of the genes in this cluster are known to be involved in cellular responses to stress or DNA damage. *GAD1 *has been shown to mediate resistance to oxidative stress induced by hydrogen peroxide and diamide [49], and *NTG1 *has also been identified as crucial in repairing oxidative stress in DNA [50]. *RAD16 *is part of the nuclear excision repair pathway and has been shown to be involved in double-strand break repair in the fission yeast, *Schizosaccharomyces pombe*, suggesting an explanation for its induction in response to γ-ray [51]. *NEJ1 *is involved in the regulation of non-homologous end joining repair in response to double-strand breaks [52]. A potential reason for *NEJ1 *induction by MMS may involve creation of single-strand breaks following excision repair of methylated bases. When the replication fork confronts these breaks, double-strand breaks can be caused by the forces of replication [53], which could elicit a partial transcriptional response in genes responsible for repairing double-strand breaks. This could also address induction of *RAD54*, known to be crucial in homologous recombination for the repair of double-strand breaks [54], in response to MMS. The genes shown in this cluster suggest there is some overlap of DNA-damage repair pathways in sensing and responding to damage induced by MMS and γ-ray, as members of the base excision repair pathway, nucleotide excision repair pathway, non-homologous end joining pathway, and homologous recombination pathway were all induced.

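Genes of homologous recombination were higher at 0.1% MMS, 8 of 9 with none lower (8 when adjusted over the list alone), among them RAD59, a strand annealing factor, at 2.53 ± 0.44, RAD50, of the end-processing complex, at 1.88 ± 0.48 (1.10 after median scaling, adjusted p = 0.060) and RAD57 at 1.82 ± 0.57 (1.10 after median scaling, adjusted p = 0.14). Their median was 1.03 relative to the median ORF and 2 were higher after median scaling and 3 after quantile normalization. Camera gave adjusted p = 0.045 with its preset correlation and adjusted p = 0.10 with an estimated correlation. Of 6 genes of non-homologous end joining 2 were higher (1 when adjusted over the list alone), NEJ1 and LIF1, a partner of the ligase, at least 2.55-fold higher (adjusted p = 0.0095, and 0.74 after median scaling, adjusted p = 0.12), with a median of 0.07 relative to the median ORF, 0 higher after median scaling, 0 after quantile normalization, and adjusted p = 0.87 with an estimated correlation. Of 7 genes of mismatch repair 4 were higher (4 when adjusted over the list alone), as PMS1 at 1.21 ± 0.44 (adjusted p = 0.032, and 0.41 after median scaling, adjusted p = 0.50) and the exonuclease gene EXO1, at least 6.03-fold higher (adjusted p = 3.5e-04), and 1 after median scaling and 1 after quantile normalization (adjusted p = 0.59 with an estimated correlation). On PM signal alone the value of EXO1 was -0.08. At 100 Gy limma called 0 of 8 genes of base excision repair, 0 of 5 of homologous recombination, 0 of 5 of end joining and 0 of 6 of mismatch repair, with 1, 0, 1 and 1 higher and 0, 0, 0 and 0 lower at an unadjusted p under 0.05. The recombination gene RAD52 was at 1.16 ± 0.73 (adjusted p = 0.72) and the ligase gene DNL4 at 0.84 ± 0.56 (adjusted p = 0.75). With a replicate left out, the test was not passed by RAD50 at 0.1% MMS (without replicate 1 or 3, adjusted p up to 0.059), RAD57 at 0.1% MMS (without replicate 3, adjusted p = 0.17), LIF1 at 0.1% MMS (without replicate 1 or 2, adjusted p up to 0.055) and PMS1 at 0.1% MMS (without replicate 1, 2 or 3, adjusted p up to 0.16). As to the other settings, a floor of 1 unit and the ordinary test with a floor of 1 unit ended the calls of RAD50, RAD57, LIF1 and PMS1, PM signal alone those of RAD57, LIF1, PMS1 and EXO1, quantile normalization those of RAD57, LIF1 and PMS1, 1 fit of all 24 arrays those of LIF1 and PMS1, and a floor of 100 units that of LIF1. From the induction of members of these pathways in its cluster, the paper proposes that repair pathways overlap in sensing and responding to the damage of both agents.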

To gain additional insight into the coregulation of Cluster 3-D, the MEME system was used to identify highly conserved motifs within the regions 500 base pairs upstream from all of the genes in the cluster [55]. Thirty seven of the genes contained a 16 bp region with an E-value of 0.05 (see Additional file 5). To our knowledge, this sequence (T-T- [CT]- [CA]- [CT]-C- [CT]- [CA]-T- [TC]- [TC]-T- [TC]-C- [TC]- [TA]) has not been shown to be a transcription factor binding site in *S. cerevisiae *[56,57]. Although these 37 genes are involved in a wide variety of biological processes, it is possible that this conserved motif comprises or contains a site to which a transcription factor induced by DNA-damage can bind and simultaneously regulate several genes induced by both MMS and γ-ray, but clearly further experiments are required to prove this notion. A comparison of this putative transcription factor binding site with the JASPAR database showed closest homology with a mouse pancreatic development transcriptional repressor (81.78%) [58] and a human nuclear receptor ligand activated transcription factor (67.67%) [59].

### Genes modulated by only one dose of γ-ray

During analysis of the dose dependent transcriptional response to MMS and γ-ray, we sought to identify genes whose transcription was only modulated in response to a single dose of damaging agent. 

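AAD6, an aryl alcohol dehydrogenase gene, and the recombination genes RAD50, RAD57 and RAD59 were induced, and PTR2, a peptide transporter, and HXT4 and HXT7, hexose transporters, were repressed at least 3-fold at 0.1% MMS with changes under 1.4-fold at 0.001% and 0.01%. Of the 1073 ORFs changed at least 3-fold by MMS that also passed the test, 345 were changed so at a single dose and under 1.4-fold at the others, 290 induced and 55 repressed, 344 of them at 0.1%, 1 at 0.01% and none at 0.001%. After median scaling 54 were induced and 341 repressed of 395, and after quantile normalization 94 and 194 of 288. For γ-rays it was 1 of 8, the cell wall gene PIR1 at 100 Gy. With no requirement of an adjusted p, an alternative chosen after the data were seen, 45 ORFs met the rule for γ-rays, 23 induced and 22 repressed, 20 of them at 1 Gy, 17 at 10 Gy and 8 at 100 Gy. The number that passed was 0 without replicate 2 and 5 without replicate 3.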

While all of the genes found to respond to only one dose of MMS responded only to the highest dose, 44 genes responded to only one of the γ-ray doses tested and interestingly some responded only to the lowest or to the intermediate dose (Figure 4).

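UGA1, the transaminase that breaks down γ-aminobutyrate, was at 0.92 ± 0.77 at 1 Gy, 2.97 ± 0.77 (adjusted p = 0.61) at 10 Gy and 1.33 ± 0.77 at 100 Gy. None of these passed, and neither did the step from 1 to 10 Gy, 2.05 ± 0.77 (adjusted p = 0.58), or from 10 to 100 Gy, -1.64 ± 0.77 (adjusted p = 0.89). In MMS UGA1 rose with dose, by 1.22 ± 0.26 (adjusted p = 0.031) at 0.001%, 1.72 ± 0.26 (adjusted p = 5.8e-04) at 0.01% and 2.61 ± 0.26 (adjusted p = 7.9e-07) at 0.1%. Calls that did not hold with a replicate left out were those of UGA1 at 0.001% MMS (without replicate 1, 2 or 3, adjusted p up to 0.40). Of the remaining settings, PM signal alone and 1 fit of all 24 arrays ended the calls of UGA1 at 0.001% MMS and 0.01% MMS, and a floor of 1 unit, a floor of 100 units, quantile normalization, testing every ORF and the authors' processed values that of UGA1 at 0.001% MMS.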

Expression of 5 genes was induced by a single γ-ray dose, with perhaps the most interesting being *UGA1*. *UGA1 *is a γ-aminobutyrate transaminase that along with *GAD1*, discussed earlier, helps regulate the tolerance of cells to oxidative stresses [49]. Its induction at the low dose of 10 Gy indicates the sensitivity of this particular stress response in *S. cerevisiae*. 

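PIR1, a glycoprotein of the cell wall, was the gene repressed at a single γ-ray dose, with 0.13 ± 0.51 at 1 Gy, 0.15 ± 0.51 at 10 Gy and -2.95 ± 0.51 (adjusted p = 0.0095) at 100 Gy. It was also lower in MMS, at -0.78 ± 0.17 (adjusted p = 0.039), -1.59 ± 0.17 (adjusted p = 2.2e-05) and -1.99 ± 0.17 (adjusted p = 1.6e-07) at the rising doses. In fits without 1 replicate, the call was lost for PIR1 at 100 Gy (without replicate 2, adjusted p = 0.15) and PIR1 at 0.001% MMS (without replicate 1, 2 or 3, adjusted p up to 0.49). Other processing ended calls too, as a floor of 1 unit, testing every ORF, the fit without the culture and the authors' processed values ended the calls of PIR1 at 100 Gy and 0.001% MMS, 1 fit of all 24 arrays those of PIR1 at 0.001% MMS and 0.01% MMS, and a floor of 100 units and quantile normalization that of PIR1 at 0.001% MMS.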

Many more genes, 39, were repressed at only one dose of γ-ray. At the lowest dose tested, 16 genes were repressed, including 3 involved in protein synthesis regulation (*TFS1*, *BSD2*, and *PPH21*). This down-regulation is consistent with features of the environmental stress response in yeast [17]. 

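TFS1, an inhibitor of carboxypeptidase Y, was at -2.65 ± 0.68 (adjusted p = 0.70) at 1 Gy, BSD2, a factor of membrane protein sorting, at -0.91 ± 0.85 (adjusted p = 0.80), and PPH21, a catalytic subunit of protein phosphatase 2A, at -1.15 ± 0.62 (adjusted p = 0.70). None passed. At 10 and 100 Gy they were at -0.44 ± 0.68 and 0.22 ± 0.68, -1.07 ± 0.85 and -0.20 ± 0.85, and 0.29 ± 0.62 and 0.45 ± 0.62. In MMS TFS1 rose to 3.73 ± 0.24 (adjusted p = 7.5e-09) at 0.1%, BSD2 to 1.52 ± 0.24 (adjusted p = 7.4e-05, and 0.72 after median scaling) and PPH21 to 1.14 ± 0.18 (adjusted p = 7.6e-05, and 0.35 after median scaling, adjusted p = 0.21). By setting, 1 fit of all 24 arrays ended the calls of BSD2 and PPH21.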

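ECO1, the acetyltransferase that establishes cohesion between sister chromatids, was at -0.82 ± 0.68 (adjusted p = 0.78) at 1 Gy, 0.00 ± 0.68 at 10 Gy and 0.12 ± 0.68 at 100 Gy. At 0.1% MMS it was at 1.32 ± 0.41 (adjusted p = 0.013, and 0.52 after median scaling, adjusted p = 0.31). A call was lost on leaving out a replicate for ECO1 at 0.1% MMS (without replicate 1, adjusted p = 0.16). PM signal alone, quantile normalization and 1 fit of all 24 arrays ended the call of ECO1.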

Another interesting gene in this cluster is *ECO1*, which is required for cohesion of sister chromatids during DNA replication, a necessity for repair of double-strand breaks caused by replication [60]. The fact that 44 genes were induced or repressed at only one dose of MMS or γ-ray illustrates one benefit of analyzing genome-wide transcriptional changes to external stresses at multiple doses.

The MEME system was used to identify conserved motifs within the clusters shown in Figure 4. 

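The genes listed in Additional file 5 for 1 Gy include TFS1, HIS5 of histidine synthesis, APS2, an adaptor subunit, and PCP1, a mitochondrial protease. Of the 15 tested, limma called 0 at 1 Gy (0 higher and 1 lower when adjusted over the list alone, and 0 higher and 3 lower at an unadjusted p under 0.05). Their median at 1 Gy was -1.10, -1.26 relative to the median ORF (camera, adjusted p = 2.1e-09, but adjusted p = 0.50 with an estimated correlation). The study picked them on the same samples for their value at 1 Gy, where the paper's values in Additional file 4 lie between -3.12 and -2.07 and are below 0 for 16 of 16, so this is not independent evidence of a direction. Their medians at 10 and 100 Gy were 0.07 and 0.17. At 0.1% MMS 12 of them were higher and 3 lower (12 and 3 when adjusted over the list alone, 5 and 3 after median scaling and 6 and 3 after quantile normalization; camera, adjusted p = 0.032, but adjusted p = 0.086 with an estimated correlation), with HIS5 at 2.62 ± 0.15, APS2 at 1.68 ± 0.41 (0.88 after median scaling, adjusted p = 0.11) and PCP1 at 1.57 ± 0.24 (0.77 after median scaling). AZF1 was detected on too few arrays to be tested. Among the other settings, quantile normalization ended the call of APS2.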

All 16 of the genes induced by 1 Gy of γ-ray conserved a similar 12 bp sequence ([CG]-T-T-T-T-T-T-T- [TC]- [TC]- [TA]-T) with an E-value of 0.08. This motif contains a reported binding site of Azf1p, TTTTTCTT [56,57]. Azf1p is a transcription factor shown to regulate cell cycle genes in response to DNA damage caused by MMS [42]. While Azf1p is not known to regulate all of the genes in this cluster, it is possible that Azf1p is involved in regulating these genes in response to DNA damage caused by γ-ray, but further experimentation is necessary to test this relationship. A comparison of this putative transcription factor binding site with the JASPAR database showed closest homology with a human (79.17%) [61] and a rat (80.45%) forkhead transcription factor [62].

### Global transcriptional response to either MMS or γ-ray

To identify genes that were coregulated at all doses of either MMS or γ-ray, the genes were reclustered such that MMS and γ-ray exposure were considered separately (Figure 5) (see Additional Files 3, 4, and 6). All of the genes in each cluster in Figure 5 had at least one transcriptional fold change of 3 or more. One of the most visually evident differences between Figure 5-A and 5-B is the relative number of genes induced or repressed by MMS and γ-ray. 

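Among the ORFs changed at least 3-fold by MMS that also passed the test, more were induced, as the stress genes HSP26 and GPX2, than repressed, as CYC1 and HXT2. At the dose with the largest change, 939 of 1073 were induced and 134 repressed, or 87.5% induced (Wilson 95% interval 85.4 to 89.4%). The share rests on the scaling of the arrays. After median scaling 280 of 854 were induced, or 32.8% (29.7 to 36.0%), and after quantile normalization 399 of 766, or 52.1% (48.5 to 55.6%). With PM signal alone 80 ORFs were left, of which 63.75% were induced. The intervals cover counting error only.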

Of the 714 genes modulated by MMS (5-A), 581 (81%) are induced (when the dose yielding the highest modulation is considered). 

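For γ-rays RNR2, RNR3, RNR4, HUG1 and RPN2 were induced and CTS1, DSE2 and PIR1 repressed, 5 of 8 ORFs or 62.5% (Wilson 95% interval 30.6 to 86.3%). After median scaling it was 4 of 9 and after quantile normalization 4 of 8. With the fold change alone and no adjusted p, chosen after the data were seen, 326 of 403 ORFs were induced, or 80.9%.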

Of the 482 genes induced or repressed by γ-ray, 228 (47%) are induced. This suggests that cells modulate entire cellular processes differently based on the type of damage occurring. For example, MMS causes an increased repression of cellular transport and metabolism genes, while γ-ray causes an increased repression of protein regulation and translation genes (see Additional file 6).

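HXT2, HXT4 and HXT7, which encode hexose transporters, were lower at 0.1% MMS, at -3.88 ± 0.26, at least 9.24-fold lower (adjusted p = 3.2e-08) and -1.96 ± 0.34. Of 19 genes of hexose transport and glycolysis 11 were lower and 0 higher there (11 lower when adjusted over the list alone, and 19 after median scaling), with a median of -1.34 relative to the median ORF (adjusted p = 0.041 with an estimated correlation), while limma called 0 of 19 at 100 Gy (0 higher and 2 lower at an unadjusted p under 0.05). For translation, 133 of 135 genes of cytosolic ribosomal proteins were lower and 0 higher at 0.1% MMS (133 lower when adjusted over the list alone, and 135 after median scaling but 65 after quantile normalization), as RPS22B at -2.16 ± 0.24 and RPL17B at -1.59 ± 0.20 (-2.39 after median scaling), with a median of -1.67 relative to the median ORF (camera, adjusted p = 6.1e-57, but adjusted p = 0.061 with an estimated correlation). At 100 Gy limma called 0 of 135 (0 higher and 53 lower at an unadjusted p under 0.05, and 13 lower when adjusted over the list alone), with a median of -0.55 relative to the median ORF (adjusted p = 0.017 with an estimated correlation), and RPL41B was at -1.08 ± 0.23 (adjusted p = 0.064). The change at 0.1% MMS minus that at 100 Gy was lower for 10 and higher for 0 of the hexose genes (adjusted p = 0.016 with an estimated correlation), and lower for 60 and higher for 1 of the ribosomal protein genes (109 lower after median scaling and 33 after quantile normalization, with 0 higher in both, and adjusted p = 0.046 with an estimated correlation). From the shares of induced genes, the paper proposes that cells modulate entire processes differently depending on the type of damage. As to the other settings, the ordinary test with a floor of 1 unit ended the calls of HXT2, HXT7, RPS22B and RPL17B.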

Comparing genes with roles in DNA replication/repair and cell-cycle progression and how they were differentially modulated by MMS and γ-ray provides insight into cell responses to these agents. In the cluster shown in Figure 1, a total of 85 genes fell into the DNA replication/repair and cell-cycle progression category, 4 of which are nucleotide excision repair pathway genes. 

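Of 14 genes of nucleotide excision repair, which cuts out damaged stretches of a DNA strand, 9 were higher and none was lower at 0.1% MMS (10 when adjusted over the list alone). They include RAD2, an endonuclease, at least 3.69-fold higher (adjusted p = 0.016, and 1.14 after median scaling, adjusted p = 0.16), and RAD26, a factor of transcription-coupled repair, at least 3.35-fold higher (adjusted p = 0.011, and 1.10 after median scaling, adjusted p = 0.080). The median of the list was 0.89 relative to the median ORF and 2 were higher after median scaling and 3 after quantile normalization. Camera gave adjusted p = 0.066 with its preset correlation and adjusted p = 0.25 with an estimated correlation. At 0.001% and 0.01% MMS 0 and 0 were higher by limma, with 1 and 2 at an unadjusted p under 0.05. Without 1 of the replicates, the test was no longer passed by RAD2 at 0.1% MMS (without replicate 1 or 2, adjusted p up to 0.32) and RAD26 at 0.1% MMS (without replicate 1 or 3, adjusted p up to 0.077). Of the remaining settings, quantile normalization and the ordinary test with a floor of 1 unit ended the calls of RAD2 and RAD26, and PM signal alone that of RAD26.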

In the MMS cluster (Figure 5-A), a total of 63 genes fell into this category, and all 4 nucleotide excision repair pathway genes are present. 

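RAD16, which encodes a subunit of the factor that finds lesions in silent DNA, was at 1.36 ± 0.79 (adjusted p = 0.72) at 1 Gy, 0.66 ± 0.79 (adjusted p = 0.85) at 10 Gy and 0.80 ± 0.79 (adjusted p = 0.86) at 100 Gy. RAD7, its partner, was at 1.68 ± 0.67 (adjusted p = 0.50) and SSL1, a subunit of TFIIH, at 1.38 ± 0.73 (adjusted p = 0.66) at 100 Gy. Of 13 genes of nucleotide excision repair limma called 0 at each γ-ray dose, with 1, 1 and 1 higher at an unadjusted p under 0.05, and the median at 100 Gy was 0.40 relative to the median ORF (adjusted p = 0.21 with an estimated correlation).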

In the γ-ray cluster (Figure 5-B), 59 genes fell into the DNA replication/repair and cell-cycle progression category, but only one of the nucleotide excision repair genes, *RAD16*, was significantly modulated. This variation suggests that, as would be expected, the nucleotide excision repair pathway is much more active in response to MMS than γ-ray.

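The difference between the agents, tested in 1 fit of all 24 arrays as the mean over the MMS doses minus that over the γ-ray doses, was 0.38 ± 0.70 (adjusted p = 0.89) for RAD16, -0.34 ± 0.67 (adjusted p = 0.90) for RAD7 and -0.62 ± 0.69 (adjusted p = 0.79) for RAD1. Limma called 0 of 13 genes of nucleotide excision repair (0 higher and 1 lower at an unadjusted p under 0.05), and the median difference was -0.18 (adjusted p = 0.91 with an estimated correlation). For 0.1% MMS minus 100 Gy it called 0 as well (1 higher and 0 lower at an unadjusted p under 0.05), with a median of 0.83 (adjusted p = 0.40 with an estimated correlation), and RAD16 differed by 1.60 ± 0.86 (adjusted p = 0.25).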

An interesting subset of the genes involved in cellular metabolic processes includes 8 genes involved in ergosterol synthesis – *ERG28*, *ERG2*, *ERG11*, *ERG6*, *ERG25*, *ERG13*, *ERG1*, and *MVD1*. These genes all appear in the MMS and γ-ray cluster (Figure 1) and all 8 also appear in the MMS cluster (Figure 5-A), but none are present in the γ-ray cluster (Figure 5-B), suggesting a link between the MMS response and ergosterol synthesis. 

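ERG28, ERG2, ERG11, ERG6, ERG25, ERG13, ERG1 and MVD1, which encode enzymes or a scaffold of the pathway from acetyl-CoA to ergosterol, were lower at each MMS dose, except ERG6 at 0.001%, with -0.72 ± 0.18 (adjusted p = 0.076). Their log2 fold changes lay between -1.64 for ERG13 and -0.72 for ERG6 at 0.001% MMS, between -1.79 for ERG2 and -0.90 for ERG6 at 0.01%, and between -2.98 for ERG28 and -1.71 for MVD1 at 0.1%. Among the most lowered, ERG25, a sterol oxidase, was at -1.24 ± 0.18 (adjusted p = 8.8e-04) at 0.001%, and ERG11, the sterol demethylase, at -2.48 ± 0.14 (adjusted p = 2.9e-09) at 0.1%. Of 25 genes of ergosterol synthesis 15, 18 and 19 were lower at the rising MMS doses and none was higher (20, 20 and 19 lower and 0, 1 and 0 higher when adjusted over the list alone), with medians of -1.22, -1.42 and -2.31 relative to the median ORF (adjusted p = 8.2e-04, 0.0017 and 0.0052 with an estimated correlation). After median scaling 24 were lower at 0.1%. At 1, 10 and 100 Gy limma called 0 of them, with 1, 3 and 7 higher and 0, 0 and 0 lower at an unadjusted p under 0.05. At 100 Gy 4 were higher when adjusted over the list alone. The replicates left out in turn ended the call of ERG28 at 0.001% MMS (without replicate 2 or 3, adjusted p up to 0.094), ERG2 at 0.001% MMS (without replicate 2, adjusted p = 0.066), ERG6 at 0.01% MMS (without replicate 1 or 3, adjusted p up to 0.087), ERG25 at 0.001% MMS (without replicate 2, adjusted p = 0.076), ERG1 at 0.001% MMS (without replicate 2, adjusted p = 0.14) and MVD1 at 0.001% MMS (without replicate 1, 2 or 3, adjusted p up to 0.57). Other processing ended calls too, as testing every ORF ended the calls of ERG2 and MVD1 at 0.001% MMS, 1 fit of all 24 arrays those of ERG1 and MVD1 at 0.001% MMS, a floor of 1 unit and a floor of 100 units that of MVD1 at 0.001% MMS, and the ordinary test with a floor of 1 unit that of MVD1 at 0.1% MMS.

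**Figure D2:**
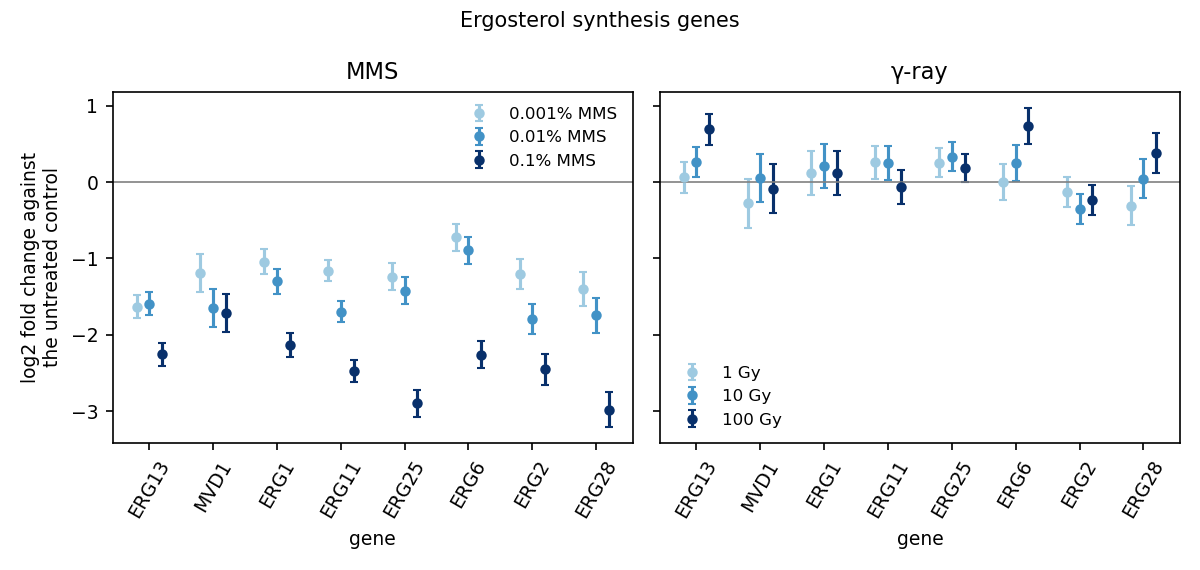
Log2 fold change over the untreated part (vertical axis, mean of 3 cultures, error bars the standard error of the limma fit) of the 8 ergosterol genes at the 3 doses of MMS (left) and of γ-rays (right). The values lie between -2.98 and -1.71 at 0.1% MMS and between -0.24 and 0.73 at 100 Gy.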

Gasch et al. previously noted four of these eight genes (along with several other ergosterol synthesis genes) were down-regulated in response to 0.02% MMS [26]. They attributed this regulation to the fact that many of these genes are regulated by Hap1p and suggested that Hap1p could be methylated by MMS. Jelinsky and Samson reported the repression of *ERG3*, a sterol desaturase, and *SUR4*, a sterol isomerase, upon exposure to 0.01% MMS [27].

Considering the role of *DAP1 *offers additional insight into the link between ergosterol synthesis and the MMS response. Hand et al. found that *dap1 *strains were extremely sensitive to MMS, but still underwent cell cycle arrest similar to wild type cells [63]. They proposed that *DAP1 *is involved in the response to MMS, but not in triggering cell-cycle arrest. *DAP1 *is also required for normal ergosterol levels in *S. cerevisiae*; however *dap1 *strains did not possess increased membrane permeability despite lower levels of ergosterol [63]. This demonstrated that the MMS sensitivity of *dap1 *was not due to a compromised membrane allowing more MMS inside the cell, but rather some other pathway interactions within the cell. The down-regulation of ergosterol synthesis genes in response to MMS may allow cells to divert energy from normal ergosterol synthesis levels to fighting the effects of MMS. An alternative explanation could be that the lack of cell division due to cell-cycle arrest has lessened the need for ergosterol. Neither of these explanations, however, explains why these genes are down regulated in response to MMS but not γ-ray.

### Clusters with dose-dependent responses to MMS or γ-ray

To illustrate the dose-dependent response of certain genes to either MMS or γ-ray, six smaller clusters from Figure 5 in which one of three specific dose-dependent responses was observed: monotonically increasing, monotonically decreasing, or biphasic (where peak induction or repression occurred at the intermediate dose) were identified and are presented in Figure 6.

Cluster 6-A contains 171 genes which exhibit monotonically increasing expression in response to MMS: the genes are induced at all doses of MMS tested and the level of induction increases with MMS dose. 

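UBI4, the stress-induced polyubiquitin gene, was at 0.77 ± 0.20 (adjusted p = 0.11) at 0.001% MMS and rose to 1.63 ± 0.20 (adjusted p = 7.6e-05) at 0.01% and 3.35 ± 0.20 (adjusted p = 3.7e-09) at 0.1%. Among the ORFs changed at least 3-fold by MMS that also passed the test, 495 were induced at every dose with a rising mean, 65 were repressed at every dose with a falling mean, 8 were induced and 12 repressed with their peak at 0.01%, and 493 followed none of these orders. The order rests on the means, and the steps between doses were tested separately. From 0.001% to 0.01% MMS 21 ORFs rose and 2 fell, and from 0.01% to 0.1% 1613 rose and 599 fell. For the latter step it was 535 and 1109 after median scaling and 690 and 827 after quantile normalization. After median scaling 150 ORFs were induced at every dose with a rising mean and 395 repressed with a falling one. By setting, 1 fit of all 24 arrays ended the call of UBI4 at 0.01% MMS.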

Four of the genes in this cluster are directly involved in sensing or repairing DNA damage – *MAG1*, *HSM3*, *YIM1*, and *DDR48*. 

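MAG1, the glycosylase that removes methylated purines, was not detected in the untreated parts. It was at least 1.36-fold higher (adjusted p = 0.95) at 0.001% MMS, at least 3.60-fold higher (adjusted p = 0.013) at 0.01% and at least 22.6-fold higher (adjusted p = 2.5e-07) at 0.1%. HSM3, a proteasome chaperone named for a role in mismatch repair, was at -0.39 ± 0.50 (adjusted p = 0.99), 0.54 ± 0.50 (adjusted p = 0.69) and 1.84 ± 0.50 (adjusted p = 0.0062, and 1.04 after median scaling, adjusted p = 0.13) at these doses. YIM1 was at 0.13 ± 0.27 (adjusted p = 1.00), 0.58 ± 0.27 (adjusted p = 0.33) and 1.63 ± 0.27 (adjusted p = 1.2e-04, and 0.83 after median scaling), and DDR48, a stress protein induced by DNA damage and heat, at 0.37 ± 0.25 (adjusted p = 0.88), 1.28 ± 0.25 (adjusted p = 0.0056) and 3.39 ± 0.25 (adjusted p = 3.2e-08). Leaving out 1 replicate ended the call of MAG1 at 0.01% MMS (without replicate 1, 2 or 3, adjusted p up to 0.19), HSM3 at 0.1% MMS (without replicate 1, adjusted p = 0.057) and DDR48 at 0.01% MMS (without replicate 1 or 3, adjusted p up to 0.12). PM signal alone and quantile normalization ended the calls of MAG1 and DDR48 at 0.01% MMS and HSM3 at 0.1% MMS, a floor of 100 units and 1 fit of all 24 arrays that of MAG1 at 0.01% MMS, and testing every ORF that of DDR48 at 0.01% MMS.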

*HSM3 *is involved in DNA mismatch repair in slowly dividing cells [64,65], *YIM1 *is believed to be involved in the cellular response to DNA-damaging agents [66], and *DDR48 *is induced in response to heat shock or DNA-lesion producing treatments [67]. Additionally, ten other genes *(LCB5, GLR1, GPX2, YAP1, GRE2, SSA4*, *PRE1*, *PRE3*, *UBI4*, and *YNR064C*) involved in stress response were also monotonically induced by escalating MMS concentrations. 

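GPX2, a glutathione peroxidase, rose by 4.54 ± 0.29 (adjusted p = 5.7e-09) at 0.1% MMS, SSA4, an Hsp70 chaperone, by 3.49 ± 0.31 (adjusted p = 1.9e-07), GRE2, a stress-induced reductase, by 2.36 ± 0.24 (adjusted p = 9.2e-07, and 1.56 after median scaling), and GLR1, glutathione reductase, by 1.43 ± 0.17 (adjusted p = 6.4e-06, and 0.63 after median scaling). The proteasome genes PRE1 and PRE3 rose by 2.13 ± 0.16 (adjusted p = 3.1e-08, and 1.33 after median scaling) and 1.94 ± 0.15 (adjusted p = 3.6e-08, and 1.14 after median scaling). YAP1, the transcription factor of the oxidative stress response, was at 3.11 ± 0.38 (adjusted p = 6.8e-06), LCB5, a sphingoid base kinase, at 1.65 ± 0.36 (adjusted p = 0.0013, and 0.85 after median scaling, adjusted p = 0.063), and YNR064C, at least 14.4-fold higher (adjusted p = 3.9e-06). At 0.01% MMS GPX2 was at 2.43 ± 0.29 (adjusted p = 5.3e-05), GLR1 at 0.77 ± 0.17 (adjusted p = 0.015, and 0.58 after median scaling, adjusted p = 0.11), GRE2 at 1.22 ± 0.24 (adjusted p = 0.0055) and YAP1 at 0.75 ± 0.38 (adjusted p = 0.38). With a replicate left out, the test was not passed by GLR1 at 0.01% MMS (without replicate 1, 2 or 3, adjusted p up to 0.22) and GRE2 at 0.01% MMS (without replicate 2 or 3, adjusted p up to 0.085). Among the other settings, quantile normalization ended the calls of LCB5 at 0.1% MMS and GLR1 and GRE2 at 0.01% MMS, the ordinary test with a floor of 1 unit those of YAP1 and YNR064C at 0.1% MMS, PM signal alone those of GLR1 and GRE2 at 0.01% MMS, 1 fit of all 24 arrays that of GLR1 at 0.01% MMS, and testing every ORF that of GRE2 at 0.01% MMS.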

*YAP1 *is particularly intriguing because it is considered to be the primary regulator of the oxidative stress response [68], and it serves as a transcription factor for multiple genes and other transcription factors during the MMS response [42]. *PRE1 *has recently been shown to be modulated in response to MMS by the transcription factor Swi6p [42]. 

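Genes of the proteasome rose together with MMS. Of 32 genes of its 26S form 0 were higher at 0.001% (6 at an unadjusted p under 0.05), 21 at 0.01% and 32 at 0.1% by limma, and none was lower (30 and 32 at the higher doses when adjusted over the list alone). The base subunit genes RPT4, RPT2 and RPT3 were at 2.50 ± 0.18, 2.49 ± 0.20 and 2.48 ± 0.16 at 0.1%. The median of the list was 0.61 and 1.44 relative to the median ORF (adjusted p = 0.038 with an estimated correlation, and 0.041 at 0.1%), and after median scaling 7 and 31 were higher and after quantile normalization 6 and 32. Of 23 genes of the ubiquitin pathway 0, 6 and 22 were higher at the rising doses (3, 10 and 22 when adjusted over the list alone, and 2 at 0.01% and 15 at 0.1% after median scaling and 2 and 17 after quantile normalization), with a median of 1.35 relative to the median ORF at 0.1% (adjusted p = 0.029 with an estimated correlation). NPL4 and UFD1, partners of the Cdc48p ATPase, were at 4.29 ± 0.32 and 2.73 ± 0.43, and UBC5, a conjugating enzyme of the stress response, at 2.51 ± 0.43 at 0.1%.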

Another interesting feature of cluster A is that 26 of the genes are involved in protein ubiquitination and/or catabolism. MMS induction of protein degradation has been observed in yeast and higher organisms [27,69] and may be related to the degradation of methylated proteins.

Cluster 6-B contains 23 genes which exhibit monotonically decreasing repression with increasing MMS concentration. 

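DBP2, an RNA helicase of ribosome biogenesis, was at -0.37 ± 0.22 (adjusted p = 0.81), -0.50 ± 0.22 (adjusted p = 0.27) and -2.95 ± 0.22 (adjusted p = 2.6e-08) at the rising MMS doses, and AAH1, adenine deaminase, at 0.07 ± 0.19 (adjusted p = 1.00), -0.26 ± 0.19 (adjusted p = 0.58) and -3.19 ± 0.19 (adjusted p = 3.0e-09).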

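PTR2, the transporter of short peptides, was at -3.28 ± 0.18 (adjusted p = 2.7e-09) at 0.1% MMS, RPS7A, a protein of the small ribosomal subunit, at -1.48 ± 0.21 (adjusted p = 2.6e-05, and -2.28 after median scaling), MRP10, a mitochondrial ribosomal protein, at -0.72 ± 0.35 (adjusted p = 0.10), KAP123, an import receptor of ribosomal proteins, at -2.16 ± 0.21 (adjusted p = 4.1e-07), and NOG2, a GTPase of ribosome assembly, at -1.72 ± 0.17 (adjusted p = 6.2e-07). At 0.01% MMS they were at -0.20 ± 0.18, -0.27 ± 0.21, -0.35 ± 0.35, -0.16 ± 0.21 and -0.38 ± 0.17, and RPS22B, of the small ribosomal subunit, at -0.21 ± 0.24, of which none passed. As to the other settings, the ordinary test with a floor of 1 unit ended the call of RPS7A.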

The largest subset within this cluster is a group of 6 genes (*PTR2*, *RPS7A*, *RPS22B*, *MRP10*, *KAP123*, and *NOG2*) involved in protein synthesis or transport. *PTR2 *has been shown to be down-regulated as part of the stress response initiated by MMS exposure [42]. This correlates well with the observation stated earlier: in response to environmental stress, many genes involved in protein synthesis and metabolism in *S. cerevisiae *are repressed [26].

The MEME system was used to identify conserved motifs within cluster 6-B. Thirteen of the genes in this cluster conserved a 14 bp region (T-G-C-G-A-T-G-A-G- [CA]- [TA]- [GT]-A-G) with an E-value of 1.2 E-10. 

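The genes with this motif include DBP2, AAH1, URA7, a CTP synthase at -3.02 ± 0.38 at 0.1% MMS, and FUR1, which salvages uracil, at -2.78 ± 0.26. Of 13 tested, 0, 0 and 13 were lower at the rising MMS doses (0, 0 and 13 when adjusted over the list alone), with a median of -2.76 relative to the median ORF at 0.1% (adjusted p = 0.0089 with an estimated correlation). The study chose them on these samples, so the count is not independent evidence of a direction. Of the remaining settings, the ordinary test with a floor of 1 unit ended the call of URA7.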

Within this motif is a highly conserved 9 bp region proposed to be a binding site for Cha4p (TGCGATGAG) [57]. However, to date Cha4p has not been shown to regulate any of the genes in this cluster [70], and *CHA4 *expression is upregulated at all MMS doses tested in this study (Figure 3-C). A comparison of this putative transcription factor binding site with the JASPAR database showed closest homology with a mouse pancreatic development transcriptional repressor (72.57%)[58] and a human zinc finger transcription factor involved in the differentiation response to Ras in human carcinomas (67.67%) [71].

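With its peak at 0.01% MMS, the mean of RNR2, which encodes a small subunit of ribonucleotide reductase, was lower again at 0.1%, and 8 ORFs changed at least 3-fold that passed the test had this order. The drop from 0.01% to 0.1% MMS was tested over all ORFs, and 599 of 5640 passed as lower at 0.1%. After median scaling it was 1109, and after quantile normalization 827.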

Cluster 6-C, a group of four genes with a biphasic induction in response to MMS treatment, is very intriguing. All of the genes in this cluster are involved in the Mec1p kinase pathway known to respond to DNA damage caused by MMS. Ribonucleotide reductase is an enzyme that consists of four subunits, two large (*RNR1 *and *RNR3*) and two small (*RNR2 *and *RNR4*), and catalyzes the rate-limiting step of dNTP synthesis [72,73]. An increase in dNTP levels is often associated with DNA damage and is considered necessary for DNA repair and resumption of normal transcription [74]. When a cell senses genotoxicity or a stalled replication fork, the signal is transduced through the kinase checkpoint Mec1p, leading to the activation of the kinases Rad53p and Dun1p [75]. Dun1p plays a role in the phosphorylation and eventual degradation of Sml1p, an inhibitor of RNR gene transcription [76]. When Sml1p is destroyed, RNR genes are transcribed and cellular dNTP levels rise, leading to a resumption of DNA synthesis. *HUG1*, also transcribed in a kinase checkpoint dependent manner, is downstream from *DUN1 *and thought to play a role in the recovery from the transcriptional response to DNA damage and cell-cycle arrest [77]. The biphasic induction of *DUN1, RNR2, RNR4*, and *HUG1 *was unexpected and may suggest that the Mec1p pathway is eventually scaled back or even shut off at high doses of MMS. 

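RNR2 rose to 1.70 ± 0.16 (adjusted p = 5.9e-06) at 0.001% MMS, 2.31 ± 0.16 (adjusted p = 1.1e-07) at 0.01% and 1.27 ± 0.16 (adjusted p = 6.6e-06, and 0.48 after median scaling, adjusted p = 0.071) at 0.1%, and RNR4, the other small subunit, to 1.69 ± 0.15 (adjusted p = 5.9e-06), 2.19 ± 0.15 (adjusted p = 1.2e-07) and 1.75 ± 0.15 (adjusted p = 1.4e-07, and 0.95 after median scaling). HUG1 rose to 3.72 ± 0.19 (adjusted p = 4.7e-09), 5.15 ± 0.19 (adjusted p = 2.8e-11) and 3.09 ± 0.19 (adjusted p = 4.1e-09), and DUN1, the checkpoint kinase, was at 1.33 ± 0.36 (adjusted p = 0.13), 1.76 ± 0.36 (adjusted p = 0.0069) and 1.49 ± 0.36 (adjusted p = 0.0028, and 0.69 after median scaling, adjusted p = 0.15). From 0.01% to 0.1% MMS RNR2 changed by -1.04 ± 0.16 (adjusted p = 1.1e-04, and -1.64 after median scaling), HUG1 by -2.06 ± 0.19 (adjusted p = 1.4e-06) and RNR4 by -0.44 ± 0.15 (adjusted p = 0.031, and -1.04 after median scaling), and -0.09 after quantile normalization, whereas the step of DUN1, -0.27 ± 0.36 (adjusted p = 0.58), did not pass. From 0.001% to 0.01% HUG1 rose by 1.43 ± 0.19 (adjusted p = 9.7e-04), and RNR2, with 0.60 ± 0.16 (adjusted p = 0.13), RNR4, with 0.50 ± 0.15 (adjusted p = 0.28), and DUN1, with 0.43 ± 0.36, did not pass. Calls that did not hold with a replicate left out were those of DUN1 at 0.01% MMS (without replicate 1, 2 or 3, adjusted p up to 0.11) and DUN1 at 0.1% MMS (without replicate 2, adjusted p = 0.058). Other processing ended calls too, as quantile normalization ended the call of DUN1 at 0.1% MMS. From the lower induction at the highest dose, which it did not expect, the paper proposes that the Mec1p pathway may be scaled back or shut off at high doses of MMS.

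**Figure D3:**
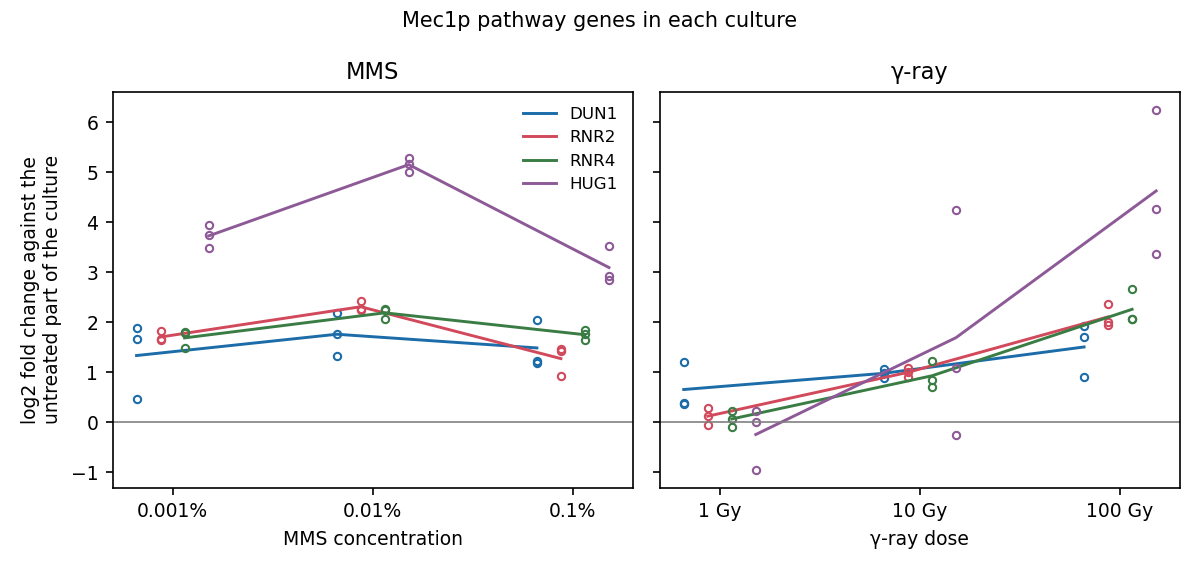
Log2 fold change over the untreated part of the same culture (vertical axis) of DUN1, RNR2, RNR4 and HUG1 at each dose of MMS (left) and γ-rays (right). Open circles are the 3 cultures and lines join their means. HUG1 has a mean of 5.15 at 0.01% MMS and of 3.09 at 0.1% MMS.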

*RNR1 *and *RNR3 *were also biphasically induced in response to MMS but were excluded from clustering analyses because of prohibitive FDR analysis results.

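RNR1, the large subunit of the enzyme in growing cells, rose by 1.37 ± 0.22 (adjusted p = 0.0021) at 0.001% MMS, 1.92 ± 0.22 (adjusted p = 2.9e-05) at 0.01% and 0.75 ± 0.22 (adjusted p = 0.0093, and -0.05 after median scaling, adjusted p = 0.92) at 0.1%. RNR3, the large subunit induced by damage, was not detected in the untreated parts and was at least 23.5-fold higher (adjusted p = 1.0e-07) at 0.001% and at least 18.1-fold higher (adjusted p = 1.7e-08) at 0.1%, so that a fold change was not measured. Between 0.01% and 0.1% MMS, where both groups were measured, RNR1 changed by -1.17 ± 0.22 (adjusted p = 5.5e-04, and -1.78 after median scaling) and RNR3 by -1.44 ± 0.29 (adjusted p = 0.0012). From 0.001% to 0.01% their changes, 0.55 ± 0.22 (adjusted p = 0.46) and 1.07 ± 0.29 (adjusted p = 0.19), did not pass. In fits without 1 replicate, the call was lost for RNR1 at 0.001% MMS (without replicate 1 or 3, adjusted p up to 0.062) and RNR1 at 0.1% MMS (without replicate 2, adjusted p = 0.061). By setting, quantile normalization and 1 fit of all 24 arrays ended the calls of RNR1 at 0.001% MMS and 0.1% MMS, the ordinary test with a floor of 1 unit those of RNR1 and RNR3 at 0.1% MMS, testing every ORF that of RNR1 at 0.001% MMS, and PM signal alone that of RNR1 at 0.1% MMS.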

There are several possibilities for the decreased induction of genes involved in the Mec1p pathway at the highest MMS doses. First, there may be alternative cellular responses to different MMS doses. Gasch et al. reported that *mec1 *mutants show an induction of *RNR2*, *RNR4*, and *DUN1 *in response to DNA damage, although the response is muted, indicating there may be other mechanisms to derepress the RNR genes [26]. More recently, Dubacq and coworkers described a Snf1p kinase directed pathway activated in response to three DNA-damaging agents that cause stalled replication forks independently of and in parallel to the *MEC1 *pathway [78]. They described *snf1 *mutants that were sensitive to hydroxyurea, MMS (0.02% and 0.04%), and cadmium ions but not to UV radiation, γ-ray, hydrogen peroxide, camptothecin, and phleomycin. Based on these results, the activity of the Snf1p kinase mediated pathway in response to higher doses of MMS warrants further study.

A second possibility addressing the biphasic response is that MMS may methylate a member of the Mec1p pathway, leading to its inactivation or destruction. In our experiments, *RAD53 *showed a monotonically increasing induction in response to MMS treatments above 0.001%, although it was excluded from our clustering analysis as a result of FDR filtering. This fact in conjunction with the cluster shown in Figure 6-C suggests the possibility of a failure in the Mec1p pathway between Rad53 and Dun1. This could have been caused by methylation of a protein with susceptibility to MMS at high doses that was degraded in response to its alkylation by MMS effectively creating a roadblock in the DNA-damage response.

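RAD53, the checkpoint kinase between Mec1p and Dun1p, was at 0.55 ± 0.53 (adjusted p = 0.95) at 0.001% MMS, 1.33 ± 0.53 (adjusted p = 0.21) at 0.01% and 1.98 ± 0.53 (adjusted p = 0.0053, and 1.22 after median scaling, adjusted p = 0.080) at 0.1%. The step from 0.01% to 0.1% was 0.66 ± 0.53 (adjusted p = 0.35) and did not pass. SNF1, the kinase of glucose signalling, was at 1.13 ± 0.29 (adjusted p = 0.0045, and 0.33 after median scaling, adjusted p = 0.39) at 0.1% MMS. A call was lost on leaving out a replicate for RAD53 at 0.1% MMS (without replicate 1, adjusted p = 0.065) and SNF1 at 0.1% MMS (without replicate 1, adjusted p = 0.079). PM signal alone, quantile normalization and the ordinary test with a floor of 1 unit ended the calls of RAD53 and SNF1, a floor of 1 unit and the authors' processed values that of RAD53, and 1 fit of all 24 arrays that of SNF1.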

A final possibility, though perhaps less likely, it that the RNR enzyme itself is methylated by MMS, leading to its inability to catalyze dNTP synthesis. Although MMS has been shown to increase dNTP levels at low doses [74], it is possible that RNR is alkylated at higher doses since RNR has an active cysteine residue that is involved in the catalysis of dNTP synthesis [78]. Once a minimum MMS concentration threshold is passed, RNR could be rendered incapable of catalyzing dNTP synthesis and dNTP levels in the cell would drop. This drop in dNTP concentration could be sensed by the cell and mistakenly interpreted as a completion of DNA synthesis, thus inactivating the Mec1p kinase pathway.

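PRM5, a membrane protein induced by cell wall damage, was at 0.13 ± 0.66 at 1 Gy, 0.60 ± 0.66 at 10 Gy and 2.12 ± 0.66 (adjusted p = 0.31) at 100 Gy, and PET112, a subunit of a mitochondrial amidotransferase, at 0.38 ± 0.71, 0.53 ± 0.71 and 1.58 ± 0.71 (adjusted p = 0.54). Neither passed at a dose. Among the 8 ORFs that were changed at least 3-fold by γ-rays and passed, the means of RNR2, RNR3, RNR4 and RPN2 rose over all doses and those of DSE2 and CTS1 fell. For 2, HUG1 and PIR1, the means followed neither order. After median scaling 1 of 9 such ORFs was induced and 3 repressed at every dose in this way, and after quantile normalization 1 and 2 of 8.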

Cluster 6-D contains 5 genes that are induced in a monotonically increasing manner in response to γ-ray. *PRM5 *has been shown to be induced in response to compromised cell wall integrity [79]. The responses of *RNR4*, *RNR2*, and *HUG1 *shown in this cluster are very interesting. All of these genes were induced at all doses of γ-ray, with the highest induction coming at the highest dose. 

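At 100 Gy RNR2 was at 2.11 ± 0.19 (adjusted p = 9.7e-06), RNR4 at 2.26 ± 0.18 (adjusted p = 3.2e-06) and HUG1 at 4.62 ± 0.77 (adjusted p = 0.0068), the largest rise at that dose among the genes that passed. At 10 Gy they were at 1.00 ± 0.19 (adjusted p = 0.18), 0.93 ± 0.18 (adjusted p = 0.18) and 1.69 ± 0.77 (adjusted p = 0.62), and at 1 Gy at 0.12 ± 0.19, 0.07 ± 0.18 and -0.24 ± 0.77, and none of these passed. Without 1 of the replicates, the test was no longer passed by HUG1 at 100 Gy (without replicate 2, adjusted p = 0.25). Among the other settings, a floor of 1 unit and testing every ORF ended the call of HUG1.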

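RNR3, the large subunit of ribonucleotide reductase that is induced by damage, was at 0.68 ± 0.72 at 1 Gy, 1.36 ± 0.72 at 10 Gy and 3.74 ± 0.72 (adjusted p = 0.029) at 100 Gy. RNR1, the main large subunit, was at -0.36 ± 0.45, 0.63 ± 0.45 and 1.39 ± 0.45 (adjusted p = 0.31). The step from 10 to 100 Gy was 2.38 ± 0.72 (adjusted p = 0.80) for RNR3 and 0.77 ± 0.45 (adjusted p = 0.92) for RNR1. The replicates left out in turn ended the call of RNR3 at 100 Gy (without replicate 1 or 2, adjusted p up to 0.83). As to the other settings, a floor of 1 unit, testing every ORF, the fit without the culture and the authors' processed values ended the call of RNR3.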

*RNR1 *and *RNR3 *are also achieve maximum induction by γ-ray at the highest dose, but were excluded from this clustering analysis by statistical filtering. This behavior offers an interesting contrast to the biphasic response these genes exhibited upon MMS exposure.

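From 10 to 100 Gy RNR4 rose by 1.33 ± 0.18 (adjusted p = 0.0054, and 1.43 after median scaling, adjusted p = 0.096) and RNR2 by 1.11 ± 0.19 (adjusted p = 0.016, and 1.20 after median scaling, adjusted p = 0.39), while the step of HUG1 was 2.93 ± 0.77 (adjusted p = 0.45). The change at 0.1% MMS minus that at 100 Gy was -0.83 ± 0.24 (adjusted p = 0.023, and -1.41 after median scaling) for RNR2, -0.51 ± 0.21 (adjusted p = 0.13, and -1.09 after median scaling, adjusted p = 0.030) for RNR4 and -1.53 ± 0.81 (adjusted p = 0.24) for HUG1, of which RNR2 passed, and after median scaling RNR4 as well. As the mean over the doses of an agent, MMS minus γ-rays was 0.79 ± 0.18 (adjusted p = 0.016, and 0.73 after median scaling, adjusted p = 0.26) for RNR4, 0.69 ± 0.19 (adjusted p = 0.078) for RNR2, 1.97 ± 0.66 (adjusted p = 0.16) for HUG1 and 0.48 ± 0.51 (adjusted p = 0.77) for DUN1, of which RNR4 passed, though not after median scaling. Over all 5306 ORFs 3 rose and 6 fell from 10 to 100 Gy, among the latter CTS1 at -3.02 ± 0.50 (adjusted p = 0.016, and -2.97 after median scaling, adjusted p = 0.059) and DSE2 at -2.57 ± 0.40 (adjusted p = 0.016). Without replicate 2, and in the fit without the culture, limma called 0 of these steps, and after median scaling 2.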

The final two clusters shown in Figure 6 (6-E and 6-F) both show a biphasic response to γ-ray. The three genes in 6-E are repressed, while the five genes in cluster 6-F are biphasically induced by γ-ray. 

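IVY1, a protein of vacuole fusion, was at -0.25 ± 0.64 at 1 Gy and -0.90 ± 0.64 (adjusted p = 0.73) at 10 Gy, FAF1, a factor of small subunit assembly, at -0.79 ± 0.55 and -1.47 ± 0.55 (adjusted p = 0.61), and SNZ1, of vitamin B6 synthesis, at 0.03 ± 0.83, -0.69 ± 0.83 (adjusted p = 0.85) and -0.81 ± 0.83 at 1, 10 and 100 Gy. None passed. In MMS SNZ1 rose to 4.39 ± 0.44 (adjusted p = 7.3e-07) at 0.1%. No ORF that passed for γ-rays with a 3-fold change had its peak at 10 Gy. With the fold change alone, chosen after the data were seen, 91 were induced and 18 repressed with the peak at 10 Gy.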

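RAD1, an endonuclease subunit of excision repair and recombination, was at 0.74 ± 0.72 at 1 Gy, 1.34 ± 0.72 (adjusted p = 0.67) at 10 Gy and 0.63 ± 0.72 at 100 Gy. At 10 Gy STE13, a protease that matures α-factor, was at 1.14 ± 0.64 (adjusted p = 0.68), YAP1801, an endocytosis adaptor, at 0.90 ± 0.70 (adjusted p = 0.76), ASF2, a silencing factor, at 1.02 ± 0.78 (adjusted p = 0.76) and NCA2, a mitochondrial factor, at 0.82 ± 0.63 (adjusted p = 0.76). At 100 Gy they were at 0.25 ± 0.64, 0.85 ± 0.70, 0.53 ± 0.78 and 0.59 ± 0.63. None passed.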

An interesting member of this cluster is *RAD1*, which functions in the repair of double strand breaks that lack overlapping end sequences [80].

To analyze the types of genes modulated in response to the induced stresses, genes were divided into categories according to the GO annotation [81] of the biological processes in which they are known to be involved (Figure 7). Figure 7-A contains all 920 genes induced or repressed in response to MMS or γ-ray. Figure 7-B and 7-C contain the 714 genes responsive to at least one dose of MMS and 482 genes responsive to at least one dose of γ-ray, respectively. A comparison of the three panels illustrates how the transcriptional response of *S. cerevisiae *apparently varies with the source of DNA damage.

Approximately 25% of genes responding to either MMS or γ-ray were classified as biological process unknown (Figure 7-A). This number is reasonable considering 34% of *S. cerevisiae *predicted ORFs are currently unverified [82]. Within this category, 67% of the modulated genes were upregulated.

A second group of genes in Figure 7-A, approximately 9%, was composed of genes involved in DNA synthesis and repair or cell-cycle progression. Sixty-five percent of these genes were upregulated in response to DNA damage. Of the 85 genes classified as DNA synthesis and repair or cell-cycle progression genes, 24 are specifically involved in DNA damage repair, including *MAG1 *which was highly induced in response to MMS and is known to be a member of the base excision repair pathway involved in the repair of N7-alkylguanines, among the deleterious alkylations caused by MMS [83-87]. 

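Besides MAG1 and NTG1, NTG2, another glycosylase for oxidised bases, and APN2, an endonuclease for sites without a base, were higher at 0.1% MMS, at 1.93 ± 0.45 (adjusted p = 0.0023, and 1.13 after median scaling) and 1.50 ± 0.50 (adjusted p = 0.021, and 0.74 after median scaling, adjusted p = 0.27). Of 8 genes of base excision repair 2 were higher at 0.01% and 5 at 0.1% MMS and none was lower (3 and 5 when adjusted over the list alone), with a median of 0.77 relative to the median ORF at 0.1% and 1 at 0.01% and 3 at 0.1% higher after median scaling. After quantile normalization 0 and 3 were higher at these doses. Camera gave adjusted p = 0.079 with its preset correlation and adjusted p = 0.13 with an estimated correlation. Leaving out 1 replicate ended the call of APN2 at 0.1% MMS (without replicate 1 or 2, adjusted p up to 0.20). Of the remaining settings, PM signal alone and the ordinary test with a floor of 1 unit ended the calls of NTG2 and APN2, and a floor of 1 unit, quantile normalization and 1 fit of all 24 arrays that of APN2.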

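RAD16, the ATPase of the complex that recognises damage for nucleotide excision repair, rose by 2.39 ± 0.33 (adjusted p = 2.3e-05, and 1.59 after median scaling) at 0.1% MMS and was at 0.77 ± 0.33 (adjusted p = 0.63) at 0.001% and 0.80 ± 0.33 (adjusted p = 0.24) at 0.01%. RAD7 rose by 1.94 ± 0.45 (adjusted p = 0.0022, and 1.14 after median scaling, adjusted p = 0.058) at 0.1% MMS and was at -0.96 ± 0.45 (adjusted p = 0.70) and 0.30 ± 0.45 (adjusted p = 0.83) at the lower doses. Other processing ended calls too, as a floor of 1 unit and quantile normalization ended the call of RAD7.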

*RAD16 *and *RAD7*, which encode two parts of a heterotrimeric complex that removes damaged oligonucleotides during nucleotide excision repair [88], were also induced in response to MMS. 

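Of 17 genes of ribonucleotide reductase and the DNA damage checkpoint, 5, 6 and 9 were higher at the rising MMS doses and 4 of the 16 tested at 100 Gy, and none was lower (6, 6, 9 and 6 when adjusted over the list alone). At 100 Gy the genes were RNR2, RNR3, RNR4 and HUG1. Limma called 0 at 1 and 10 Gy, with 1 and 3 higher at an unadjusted p under 0.05. With an estimated correlation the list test gave an adjusted p of 0.0059, 0.010 and 0.13 at the MMS doses and 0.024 at 100 Gy. At 0.1% MMS 3 were higher and 2 lower after median scaling and 4 higher and 1 lower after quantile normalization. The mean over the MMS doses was higher than that over the γ-ray doses for 2 genes, RNR3 and RNR4 and lower for none. After median scaling it was higher for 1, RNR3, as RNR4 no longer passed (adjusted p = 0.26). The size of this difference was not measured for RNR3, which was not detected in the untreated parts of the MMS experiment.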

*RNR2 *and *RNR4 *were highly induced in response to γ-ray; these genes have been shown to be transcriptionally induced in response to hydroxyurea and ionizing radiation [89]. 

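CDC53, the cullin of the SCF ubiquitin ligase, was at 2.67 ± 0.29 (adjusted p = 1.5e-06) at 0.1% MMS, HRT1, its RING subunit, at 2.26 ± 0.27 (adjusted p = 5.8e-06, and 1.46 after median scaling), and PTK2, a kinase of ion transport, at 1.01 ± 0.35 (adjusted p = 0.023, and 0.21 after median scaling, adjusted p = 0.65). At 100 Gy they were at 1.30 ± 0.67, 0.14 ± 0.65 and 1.11 ± 0.80, and none passed. Of 18 genes expressed at the G1/S transition, 4 were higher at 0.01% MMS and 0 lower (5 higher when adjusted over the list alone, and 1 after quantile normalization), and 7 were higher and 3 lower at 0.1% (7 and 3 when adjusted over the list alone), with RFA1 and RFA2, subunits of replication protein A, at 2.67 ± 0.22 and 2.41 ± 0.25. After median scaling it was 4 and 5 and after quantile normalization 4 and 4, the median was 0.35 but -0.25 relative to the median ORF, and the list test gave adjusted p = 0.92 with an estimated correlation. At 100 Gy limma called 0 (2 higher and 1 lower at an unadjusted p under 0.05). With a replicate left out, the test was not passed by PTK2 at 0.1% MMS (without replicate 1, 2 or 3, adjusted p up to 0.090). By setting, quantile normalization and 1 fit of all 24 arrays ended the call of PTK2.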

A second subset of the DNA synthesis and repair or cell-cycle progression genes includes 9 genes (6 induced and 3 repressed) that function in cell-cycle checkpoints, such as *CDC53*, *HRT1*, and *PTK2*, all involved in the G_1_/S transition of the cell cycle. This regulation presumably halts cell cycle progression, preventing the synthesis of damaged DNA.

A third major category of genes whose expression changes upon MMS or γ-ray exposure includes those involved in RNA regulation and transcription. Of the 100 genes in this category, 57 were induced and 43 were repressed. Many of these genes are involved in mRNA catabolism, export from the nucleus, or polyadenylation. For example, *HRP1 *and *CLP1*, both induced in response to MMS, are subunits of cleavage factor I, required for the cleavage and polyadenylation of 3' mRNA ends [90]. 

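HRP1 rose by 1.97 ± 0.16 (adjusted p = 8.7e-08, and 1.17 after median scaling) at 0.1% MMS and CLP1 by 2.60 ± 0.46 (adjusted p = 2.1e-04). PAP1, the poly(A) polymerase, was at 2.09 ± 0.36 (1.29 after median scaling) and FIP1, which tethers it to the cleavage machinery, at 1.54 ± 0.36 (0.74 after median scaling, adjusted p = 0.11). Of 11 genes of mRNA 3′ end processing 9 were higher and none was lower at 0.1% MMS (10 when adjusted over the list alone), with a median of 0.80 relative to the median ORF and 3 higher after median scaling and 3 after quantile normalization. Camera gave adjusted p = 0.019 with its preset correlation and adjusted p = 0.078 with an estimated correlation. At 100 Gy limma called 0 of 10 (1 higher and 0 lower at an unadjusted p under 0.05), with HRP1 at 0.66 ± 0.29. The ordinary test with a floor of 1 unit ended the call of PAP1, and PM signal alone and quantile normalization that of FIP1.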

Other RNA regulation and transcription genes modulated in response to MMS and γ-ray include those involved in the positive and negative RNA polymerase II promoter regulators, spliceosome activity, and ribosome synthesis. The modulation of these genes correlates well with the observation that the transcriptional response of genes involved in cell growth-related processes are regulated by the environmental stress response [17].

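Genes of ribosome biogenesis fell at 0.1% MMS, 30 of 34 with none higher (30 when adjusted over the list alone), among them NOP13 at -2.16 ± 0.20, SDA1, a factor of subunit export, at -2.02 ± 0.22 and HAS1, an RNA helicase, at -1.90 ± 0.21. Their median was -1.81 relative to the median ORF (adjusted p = 0.0052 with an estimated correlation). Of 43 genes of mitochondrial ribosomal proteins 10 were lower and 0 higher (3 lower when adjusted over the list alone, 30 after median scaling and 25 after quantile normalization), as MRPL1 at -1.97 ± 0.45. Camera gave adjusted p = 8.4e-05 with its preset correlation and adjusted p = 0.13 with an estimated correlation for this list. Of 10 genes of the unfolded protein response 2 were higher at 0.01% and 9 at 0.1% MMS and none was lower (3 and 9 when adjusted over the list alone), as ERO1, an oxidase of protein folding, at 3.40 ± 0.20 and KAR2, the Hsp70 of the endoplasmic reticulum, at 1.45 ± 0.15 (0.66 after median scaling). After median scaling 0 were higher at 0.01% and 4 higher and 1 lower at 0.1%, after quantile normalization 0 were higher at 0.01%, and camera gave adjusted p = 7.6e-04 with its preset correlation and adjusted p = 0.11 with an estimated correlation. At 100 Gy limma called 0, 0 and 0 genes of the lists, with 1, 1 and 0 higher and 0, 0 and 0 lower at an unadjusted p under 0.05. Among the other settings, the ordinary test with a floor of 1 unit ended the call of MRPL1.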

Another category of genes modulated by MMS and γ-ray includes genes involved in protein regulation and translation, accounting for 21% of the genes in Figure 7-A. Seventy-three percent of the genes in this category were induced. In response to environmental stress, expression many genes involved in protein synthesis and metabolism in *S. cerevisiae *changes, presumably to allow the cell to conserve energy [26].

Finally, a group of 41 genes involved in the response to various general cell stresses are modulated upon exposure to MMS and/or γ-ray. 38 of these genes were induced by more than 3 fold upon exposure to DNA damage. This group includes genes that respond to drugs, osmotic stress, various metal ions, and oxidative stress, indicating the regulation of many genes involved in general stress response pathways.

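Of 20 genes of defence against oxidative stress 8 were higher at 0.01% and 18 at 0.1% MMS with none lower (12 and 19 when adjusted over the list alone), as GTT2, a glutathione transferase, at least 23.0-fold higher (adjusted p = 8.7e-07), and the drug transporters FLR1 and ATR1 at 4.03 ± 0.32 and 3.67 ± 0.34 at 0.1%. Of 19 genes of the general stress response governed by Msn2p and Msn4p 7 and 17 were higher (8 and 17 when adjusted over the list alone), as HSP26, a small heat shock protein, at 3.40 ± 0.38 and TSL1, of trehalose synthesis, at least 10.2-fold higher (adjusted p = 9.8e-05). Of 22 genes of chaperones and heat shock 3 and 18 were higher and 0 and 1 lower (5 and 19 higher and 1 and 1 lower when adjusted over the list alone), as HSP42 at 3.47 ± 0.29 and SSE2 at 3.49 ± 0.45. The medians at 0.1% were 1.45, 1.78 and 1.28 relative to the median ORF. After median scaling 14, 13 and 13 were higher and 1, 0 and 2 lower at 0.1%, and 1 chaperone gene was higher and 1 lower at 0.01%, and after quantile normalization 4, 4 and 1 were higher at 0.01%. With an estimated correlation adjusted p was 0.026 for the chaperones, 0.086 for the Msn2p and Msn4p genes and 0.095 for the oxidative stress genes, where camera gave 8.4e-06 and 1.2e-07 for the latter lists with its preset correlation. At 100 Gy 2 of 19 oxidative stress genes were higher, AHP1 and TRX2 (5 when adjusted over the list alone, 0 after median scaling, and adjusted p = 0.032 with an estimated correlation). Limma called 0 of 19 Msn2p and Msn4p genes (3 higher and 0 lower at an unadjusted p under 0.05), with HSP26 at least 6.26-fold higher (adjusted p = 0.12), and 0 of 22 chaperone genes (3 higher and 0 lower at an unadjusted p under 0.05). As to the other settings, the ordinary test with a floor of 1 unit ended the call of GTT2.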

Figure 7-B, which shows the functional classification of genes with a 3 fold or greater transcriptional response to MMS only, shows little variation from panel A in the fraction of genes composing each functional category. Changes from panel A to panel C, which shows genes with at least a 3 fold transcriptional response to γ-ray only, were mildly more apparent. Additionally, the percentage of genes involved in DNA replication/repair and cell-cycle progression increased slightly while the fraction of genes involved in protein metabolism and translation and the fraction involved in general cellular metabolism decreased slightly. This change may be due to fewer cellular proteins being damaged by γ-ray than by MMS. This is supported by a comparison of panels B and C, which perhaps indicates that MMS elicits a broader response of genes involved in protein regulation and translation than does γ-ray, presumably from methylation and subsequent degradation of proteins following MMS exposure, leading to a higher rate of protein turnover in the cell.

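At 100 Gy RPN2 was the proteasome gene that passed, at 1.73 ± 0.27 (adjusted p = 0.0047, and 1.51 after median scaling, adjusted p = 0.078), 1 of 32 (4 when adjusted over the list alone, and 0 after median scaling), and the median of the list was 0.42 relative to the median ORF (adjusted p = 0.017 with an estimated correlation). Limma called 0 of 23 genes of the ubiquitin pathway (3 higher and 0 lower at an unadjusted p under 0.05). The change at 0.1% MMS minus that at 100 Gy was higher for 23 of 32 proteasome genes (27 when adjusted over the list alone, and 4 after median scaling), with a median difference of 1.46, 1.12 relative to the median ORF (adjusted p = 0.0036 with an estimated correlation), and for 7 of 23 ubiquitin genes (8 when adjusted over the list alone, and 1 after median scaling), with a median of 1.17 (adjusted p = 0.014 with an estimated correlation). None was lower. As means over the doses 1 proteasome gene and 1 ubiquitin gene, NPL4 with 2.86 ± 0.66 (adjusted p = 0.021), were higher with MMS (13 and 2 when adjusted over the list alone, and 0 and 1 after median scaling), with medians of 0.71 (adjusted p = 0.0089 with an estimated correlation) and 0.62 (adjusted p = 0.0094 with an estimated correlation). Calls that did not hold with a replicate left out were those of RPN2 at 100 Gy (without replicate 1 or 2, adjusted p up to 0.35). Of the remaining settings, PM signal alone, quantile normalization, the fit without the culture and the authors' processed values ended the call of RPN2.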

## Conclusion

The global transcriptional response of *S. cerevisiae *as a function of dose of DNA-damaging agent was measured by exposing *S. cerevisiae *cells to multiple concentrations, varying over 3 orders of magnitude, of two representative DNA-damaging agents, MMS and γ-ray, and hybridizing their cRNA to oligonucleotide microarrays containing over 6,300 hypothetical and known *S. cerevisiae *ORFs. Hierarchical clustering of genes with a statistically significant change in transcription enabled the identification of several clusters of coregulated genes whose responses varied with DNA damaging agent dose. Our study showed many genes involved in sensing and repairing DNA damage are regulated by both MMS and γ-ray exposure and suggests interconnection between the pathways that respond to various types of DNA damage. There were differences in the responses as well. For example, 8 genes involved in the ergosterol synthesis pathway were down-regulated in response to MMS, but not significantly modulated by γ-ray exposure, verifying earlier observations [26,27]. Furthermore, we identified 44 genes which responded to only one dose of γ-ray, highlighting one benefit of measuring the transcriptional response to external stresses over multiple doses. 

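As means over the doses, the change in MMS minus that in γ-rays was -2.11 ± 0.22 (adjusted p = 2.5e-06) for ERG25, -2.17 ± 0.21 (adjusted p = 1.3e-06) for ERG13, -2.08 ± 0.30 (adjusted p = 2.3e-04) for ERG28 and -1.93 ± 0.23 (adjusted p = 1.4e-05) for ERG11, and -1.62 ± 0.26 (adjusted p = 6.2e-04), -1.64 ± 0.29 (adjusted p = 0.0017), -1.57 ± 0.24 (adjusted p = 4.9e-04) and -1.41 ± 0.35 (adjusted p = 0.033, and -1.47 after median scaling, adjusted p = 0.068) for ERG6, ERG1, ERG2 and MVD1. Of 25 genes of ergosterol synthesis 14 were lower with MMS and none was higher (20 when adjusted over the list alone), with a median difference of -1.41 (adjusted p = 7.5e-04 with an estimated correlation). For 0.1% MMS minus 100 Gy it was 16 (19 when adjusted over the list alone), with a median of -2.00 (adjusted p = 0.0019 with an estimated correlation). ERG3 and ERG5, both sterol desaturases, differed by -2.56 ± 0.24 (adjusted p = 6.5e-07) and -3.34 ± 0.50 (adjusted p = 3.4e-04).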

MEME analysis identified conserved motifs upstream of multiple genes in these clusters, potentially signifying common regulatory elements.

Further analysis revealed 6 clusters of genes with a dose-dependent response to either MMS or γ-ray. Clusters were identified based on their mode of response, either monotonically increasing, monotonically decreasing, or biphasic (where peak modulation occurred at the intermediate MMS or γ-ray dose). Analyzing genome-wide transcriptional changes to multiple doses of external stresses enables the identification of cellular responses that are modulated by extent of damage, providing new insights into how a cell deals with genotoxicity. Perhaps the most interesting example of this was a cluster that contained 4 genes (*DUN1*, *RNR2*, *RNR4*, and *HUG1*) that are members of the Mec1p kinase pathway known to respond to MMS induced damage, presumably due to stalled DNA replication forks. These genes showed a biphasic induction in response to MMS treatment, while many of the same genes, *RNR2*, *RNR4*, and *HUG1*, were monotonically increasingly induced by γ-ray.

## Methods

### Strains and culture conditions

Three independent experiments were performed for each exposure condition. *S. cerevisiae *strain SPY810 (W303 *MAT a ura3-52 his3::hisG leu2::hisG*) was grown in rich medium (YPD) [91]. Cultures were inoculated overnight at 30°C and diluted 50 fold with YPD the next morning. Cells were returned to 30°C with shaking at approximately 250 rpm until mid log-phase growth was achieved.

### DNA damage induction

A culture of mid log-phase yeast cells (OD_600 _~ 0.5) was divided into four equal samples. Fresh MMS (Acros Organics, 99% pure, Fisher Scientific, Pittsburgh, PA, USA) was added to three of the samples to final concentrations of 0.001% (v/v), 0.01%, and 0.1%. These doses allowed for greater than 90% cell survival after one hour of exposure to all doses, as confirmed by flow cytometry quantifying fractions of cells excluding propidium iodide (see Additional file 7). The fourth sample had no MMS added but was otherwise handled identically to the MMS-treated cultures. After addition of MMS, cells were returned to 30°C incubation with light shaking for 60 min.

A second culture of mid log phase yeast cells was divided into four equal samples. Using a Cs^137 ^source (7 Gy/min), three of the aliquots were exposed at room temperature in YPD to ionizing radiation to final doses of 1 Gy, 10 Gy, and 100 Gy. These doses allowed for greater than 90% cell survival one hr following exposure, as confirmed by flow cytometry quantifying fractions of cells excluding propidium iodide (see Additional file 7). The fourth sample was not irradiated but was otherwise handled identically to the irradiated cultures. After irradiation, cells were returned to 30°C incubation with light shaking for 60 min.

### RNA isolation

For each of the culture conditions previously described, total RNA was recovered from approximately 5 × 10^7 ^*S. cerevisiae *cells using the RNeasy Mini Kit (Qiagen, Chatsworth, CA, USA). The manufacturer's protocol for enzymatic lysis was followed using 250 U of zymolyase (Associates of Cape Cod, Seikagaku America, Falmouth, MA, USA) per recovery column to generate spheroplasts. Once isolated from the spheroplasts, RNA integrity was examined using OD_260/280 _absorption ratio and agarose gel electrophoresis with ethidium bromide staining. RNA was stored in RNase free TE at -80°C.

### Microarray probe preparation

Microarray methods were modified from [92]. Total RNA was converted to double-stranded cDNA using the Superscript Double-Stranded cDNA synthesis kit from Invitrogen (Carlsbad, CA, USA) and a Proligo oligo dT primer (Sigma-Aldrich, St. Louis, MO, USA) containing a T7 RNA polymerase promoter region (5'-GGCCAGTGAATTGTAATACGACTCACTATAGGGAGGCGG-T_24_-3'). To synthesize the first strand of cDNA, 5 μg denatured total RNA was combined with 1× first strand buffer, 10 mM DTT, 500 μM (ea.) dNTPs, 5 pmol dT primer, and 600 U of SuperScript II reverse transcriptase, then incubated at 42°C for 60 min.

To synthesize double-stranded cDNA, the RNA-cDNA hybrid formed in the previous step was combined with 1× second strand buffer, 200 μM (ea.) dNTPs, 0.07 U/μL DNA ligase, 0.267 U/μL DNA polymerase I, and 0.0133 U/μL RNase H and incubated at 16°C for 2 hr. After 2 hr, the ends were polished with T4 DNA polymerase for 5 min. The reaction was stopped by adding 0.5 M EDTA. An equal volume of 25:24:1 phenol:chloroform:isoamyl alcohol (Fisher Scientific, Pittsburgh, PA, USA) was added and the solution was vortexed. The aqueous phase was removed and double-stranded cDNA was precipitated in ethanol.

The double-stranded cDNA was converted to cRNA by *in vitro *transcription using the Ambion MEGAscript T7 IVT kit (Austin, TX, USA). Double-stranded cDNA was combined with 7.5 mM ATP and GTP, 5.625 mM CTP and UTP, and 1.875 mM biotinylated UTP and biotinylated CTP (Perkin-Elmer, Wellesley, MA, USA). After mixing, the solution was incubated at 37°C for 5 hr. The cRNA was recovered using a RNeasy Mini Kit (Qiagen, Valencia, CA, USA). After elution of cRNA, the total volume of cRNA solution was 40 μL; 10 μL of 5× fragmentation buffer (Affymetrix, Santa Clara, CA, USA) was added and the solution was incubated at 95°C for 35 min. Fragmented cRNA was stored at -80°C until microarray hybridization.

### Microarray hybridization

This study used NimbleGen™ (Madison, WI, USA) maskless photolithographic, oligonucleotide microarrays [92]. The arrays were designed based on the complete *S. cerevisiae *genome sequence and annotation of 6,322 verified and hypothetical open reading frames (ORFs) obtained from the *Saccharomyces *Genome Database. A high-density oligonucleotide array was designed for this study containing 15 probe pairs per ORF, where each pair contains a perfect match (PM) oligonucleotide and a mismatch (MM) oligonucleotide. The PM sequence is a 24-mer oligonucleotide probe from the *S. cerevisiae *genome. MM probes were identical except for substitutions at positions 6 and 12 from the 5' end. To generate MM sequences, bases were systematically substituted by inversion as follows: A → T, C → G, G → C, and T → A. On each array, genes were represented by an identical number of oligos to minimize bias.

Four microarrays were hybridized at a time using the NimbleGen™ hybriwheel. Three arrays contained samples exposed to one of three doses of DNA-damaging agent (either MMS or γ-ray) and one was a control array with an untreated sample. Pre-hybridization solution consisting of 0.1 μg/μL herring sperm DNA, 0.5 μg/μL acetylated BSA, and 1× MES hybridization buffer was heated to 95°C for 5 min and then cooled to 45°C for 5 min. The solution was centrifuged at 12,000 g for 10 min. 400 μL of pre-hybridization solution was added to each array, followed by incubation at 45°C for 15 min. After the incubation, the pre-hybridization solution was removed from the arrays.

Hybridization solution consisting of 10 μg of cRNA, 0.33 pmole CPK6 oligos (NimbleGen™ Systems), 0.1 μg/μL herring sperm DNA, 0.5 μg/μL acetylated BSA, and 1× MES hybridization buffer was heated to 95°C for 5 min and then cooled to 45°C for 5 min. The solution was then centrifuged at 12,000 g for 10 min. 300 μL of hybridization solution was added to each microarray. The array was incubated for 16 hours at 45°C and 5 rpm on a hybriwheel.

After hybridization, the hybridization solution was removed and the arrays were rinsed 3× with 350 μL nonstringent wash buffer (6× SSPE, 0.01% Tween 20) (1× SSPE is 0.18 M NaCl, 10 mM NaH2PO4, and 1 mM EDTA [pH 7.7]) at room temperature. After the final rinse, arrays were incubated with 350 μL stringent wash buffer (0.1 M MES buffer [pH 6.5], 26 mM NaCl, 0.01% Tween 20) at 45°C for 30 min, during which the stringent wash buffer was replaced every 5 min. After the 30 min incubation, the stringent wash buffer was removed and 350 μL of 1× stain solution consisting of 1× stain buffer, 2 mg BSA, and Cy3 (Amersham, Piscataway, NJ, USA) was applied to each array. After the arrays were incubated with stain solution for 25 min at room temperature, they were rinsed with nonstringent wash buffer before being dipped in 1× NimbleGen™ final wash buffer for 30 seconds. Finally, the microarrays were blown dry with high pressure argon.

### Microarray data analysis

Hybridized microarrays were scanned using a Gene Pix 4000B scanner (Axon Instruments, Molecular Devices Corporation, Sunnyvale, CA, USA) and signal intensity values for each probe were extracted using NimbleScan software. For each probe pair, the MM signal was subtracted from the corresponding PM signal to reduce the effect of nonspecific hybridization signal when estimating transcript abundance. It has been noted that that this may be unnecessary [93] but results of a large number of 'spike-in' experiments suggest that subtraction of nonspecific signal is preferable and reduces false negative and false positive rates [94]. The data from the 15 probe pairs specific for each ORF were averaged, excluding any probe pairs where the signal was more than 2 standard deviations from the average of that probe set. For purposes of normalization of the array intensity data, array-specific scaling factors were calculated by assuming a constant mean signal intensity of 1,000 signal units for each array. The signal for each ORF was obtained by multiplying the raw signal intensity by the array-specific scaling factor. The ratio of signal for each ORF from an MMS or γ-ray treated sample was calculated relative to the signal from a paired untreated control sample. Ratios of signal intensities were log_2 _transformed for hierarchical clustering. All microarray data are available for public download through the Gene Expression Omnibus at  (Series GSE6018).

### Hierarchical clustering

Expression changes were estimated from three replicates of each experimental treatment for all 6,322 ORFs represented on the microarrays. False discovery rate (FDR) analysis as described by Storey [95] was used to filter gene responses for false positives. An FDR cutoff of 0.05 was applied, suggesting 1 false positive in every 20 genes considered to be differentially expressed. Storey's method is appropriate for comparing expression values on genome wide studies, since it allows one to control false positives without being so conservative that a large number of false negatives will be introduced. Genes that met this statistical significance criteria in at least one experimental treatment and changed by at least 3-fold in one experimental treatment were selected for hierarchical clustering (average-linkage clustering using uncentered Pearson correlation coefficients in Cluster [96]). All files generated from Cluster were viewed using Java Treeview.

Groups of co-regulated genes were identified by clustering patterns of changes in transcript levels across experimental conditions. Changes were measured for each gene as ratios of signal between experimental and control samples. This identified transcripts that show similar relative levels of change compared to the control, but does not capture differences in absolute RNA abundance levels between genes. An alternative clustering of genes based on the actual signal intensity values, either Perfect Match minus Mismatch or Perfect Match only, could be used to identify genes with similar expression levels across conditions.

### MEME system motif analysis

The MEME system was used to search for highly conserved regions of DNA upstream from clusters of coregulated genes [55]. DNA sequences containing the 500 bp upstream from each gene represented in a cluster were simultaneously analyzed with the MEME parameters of minimum width of 5 bp, maximum width of 20 bp, and maximum number of motifs to find of 6. Only enriched regions with E-values of 0.10 or less are reported in the text.

The position-specific probability matrices of conserved motifs identified with MEME were compared to known motifs in the JASPAR database [97]. This comparison used a modified Needleman-Wunsch algorithm as previously described [98]. The comparison yielded a raw score (where the maximum score is twice the width of the shorter motif) and a percentage of maximum score achieved. The highest score for human and rat or mouse genes are reported in the text.

## Authors' contributions

MGB performed the hybridizations and hierarchical clustering. SS helped conceive methods for the hybridization and data analysis. JDG contributed to the design of the microarrays and analysis of the data. SPP conceived the study and directed its execution. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Log_2 _fold change data for all arrays**. This text file contains the log_2 _fold change value for all 6,322 ORFs represented on the NimbleGen™ arrays. There are 18 columns of data, 3 for each MMS dose (0.001%, 0.01%, and 0.1%) and 3 for each γ-ray dose (1 Gy, 10 Gy, 100 Gy). Click here for file

Additional file 2 **Average log_2 _fold change for all genes with significant transcriptional response to MMS or γ-ray**. This EXCEL file contains the log_2 _fold change value for all 920 genes with a statistically significant transcriptional response to MMS and/or γ-ray. There are 6 columns of data, 3 with the average log_2 _fold change for each dose of MMS and 3 with the average log_2 _fold change for each dose of γ-ray. These genes were clustered and shown in Figure 1. Additionally, this file contains the GO annotation assigned to each gene and shown in Figure 7-A. Click here for file

Additional file 3 **Average log_2 _fold change for all genes with a significant transcriptional response to MMS**. This EXCEL file contains the log_2 _fold change value for all 714 genes with at least a 3-fold transcriptional response to MMS. There are 3 columns of data, each one containing the average log_2 _fold change for one dose of MMS. These genes were clustered and shown in Figure 5-A. Additionally, this file contains the GO annotation assigned to each gene and shown in Figure 7-B. Click here for file

Additional file 4 **Average log_2 _fold change for all genes with a significant transcriptional response to γ-ray**. This EXCEL file contains the log_2 _fold change value for all 482 genes with at least a 3-fold transcriptional response to γ-ray. There are 3 columns of data, each one containing the average log_2 _fold change for one dose of γ-ray. These genes were clustered and shown in Figure 5-B. Additionally, this file contains the GO annotation assigned to each gene and shown in Figure 7-C. Click here for file

Additional file 5 **MEME system motif analysis results**. This EXCEL file contains the 3 enriched motifs identified in the text from Figure 3-D, Figure 4, and Figure 6-B. The columns contain the motif and its E-value as well as the ORF, gene product, and GO annotation for each gene associated with the enriched region. Click here for file

Additional file 6 **GO analysis of clusters presented in **Figure 5. This figure contains the results of gene ontology analysis of the clusters presented in Figure 5. (A) genes induced by MMS, (B) genes repressed by MMS, (C) genes induced by γ-ray, and (D) genes repressed by γ-ray. Genes are sorted according to their GO biological process annotation and can be viewed in Additional Files 3 (MMS) and 4 (γ-ray). Click here for file

Additional file 7 **Cell viability after exposure to DNA-damaging agent**. This table shows the percentage of *Saccharomyces cerevisiae *cells living one hour after exposure to the DNA damage caused by MMS or γ-ray. Viability was determined by flow cytometry quantifying the percentage of cells excluding propidium iodide. Click here for file

## Figures and Tables

**Figure 1:**
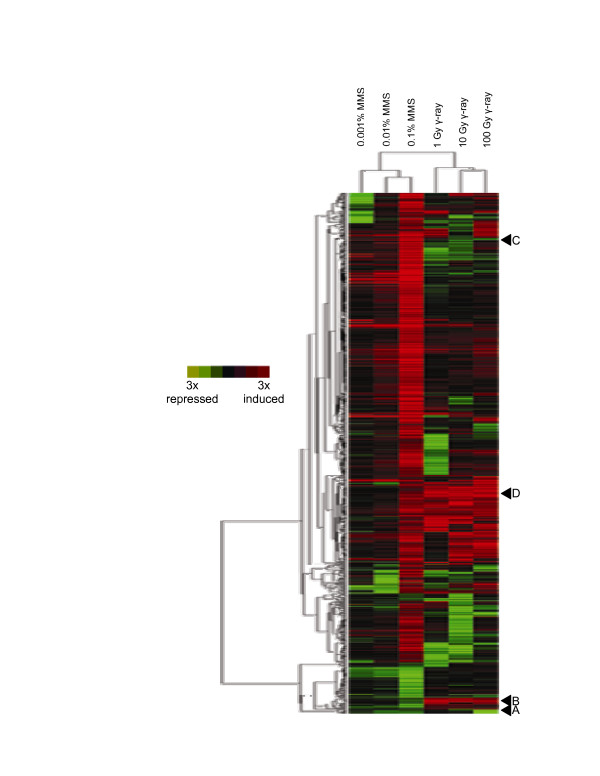
**Hierarchical clustering of 920 *Saccharomyces cerevisiae *genes with a significant transcriptional response to MMS and/or γ-ray**. *S. cerevisiae *cultures were exposed to one of three doses of MMS (0,001%, 0.01%, or 0.1% (v/v)) or one of three doses of γ-ray (1 Gy, 10 Gy, or 100 Gy) and their global transcriptional response was compared to that of control cells not exposed to DNA damaging agents. All genes clustered had at least a 3-fold change in expression level to one or more experimental conditions and a FDR value < 0.05 for at least one condition. Clustering of the experiments led to the most similar exposure conditions being grouped together. Four clusters are highlighted: (A) genes repressed by MMS and γ-ray, (B) genes repressed by MMS and induced by γ-ray, (C) genes induced by MMS and repressed by γ-ray, and (D) genes induced by both MMS and γ-ray.

**Figure 2:**
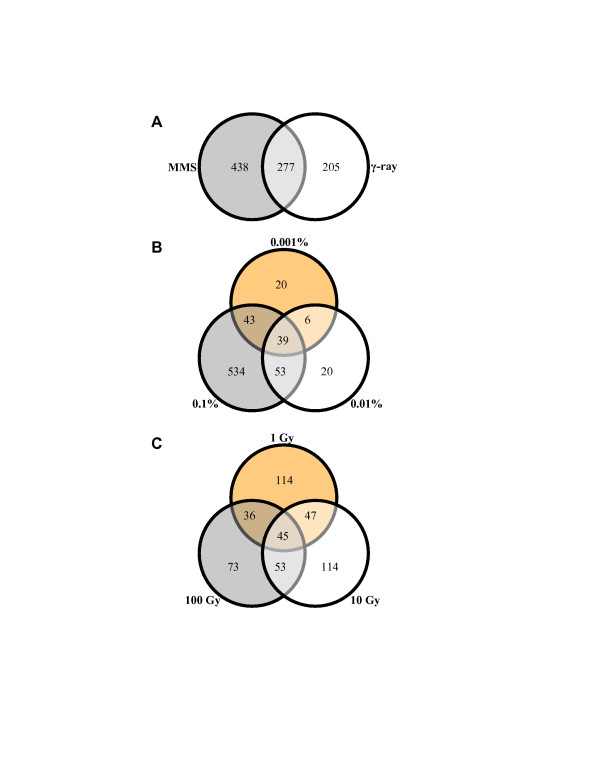
**Venn diagrams of genes responsive to MMS and/or γ-ray**. *S. cerevisiae *cultures were exposed to one of three doses of MMS (0,001%, 0.01%, or 0.1% (v/v)) or one of three doses of γ-ray (1 Gy, 10 Gy, or 100 Gy) and their global transcriptional response was compared to that of control cells not exposed to any DNA damaging agents. All genes in this diagram had at least a 3-fold change in expression level to one or more experimental conditions. (A) 920 genes responding to at least one dose of MMS and/or γ-ray, (B) 714 genes with at least a 3-fold response to at least one dose of MMS, (C) 482 genes with at least a 3-fold response to at least one dose of γ-ray.

**Figure 3:**
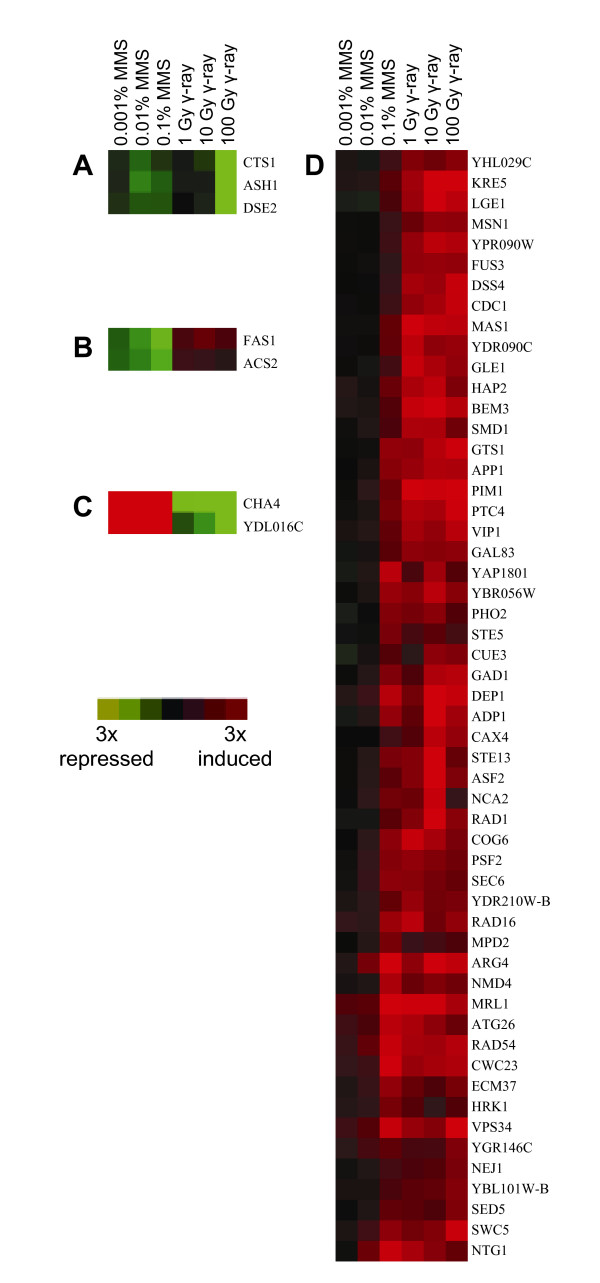
**Four clusters illustrating transcriptional responses to MMS and/or γ-ray**. *S. cerevisiae *cultures were exposed to one of three doses of MMS (0,001%, 0.01%, or 0.1% (v/v)) or one of three doses of γ-ray (1 Gy, 10 Gy, or 100 Gy) and their global transcriptional response was compared to that of control cells not exposed to any DNA damaging agents. All genes clustered had at least a 3-fold change in expression level to one or more experimental conditions. These four clusters had particularly interesting responses to MMS and γ-ray: (A) 3 genes repressed by all doses of MMS and γ-ray, (B) 2 genes repressed by all doses of MMS and induced by all doses of γ-ray, (C) 2 genes induced by all doses of MMS and repressed by γ-ray and (D) 54 genes induced by all doses of MMS and γ-ray.

**Figure 4:**
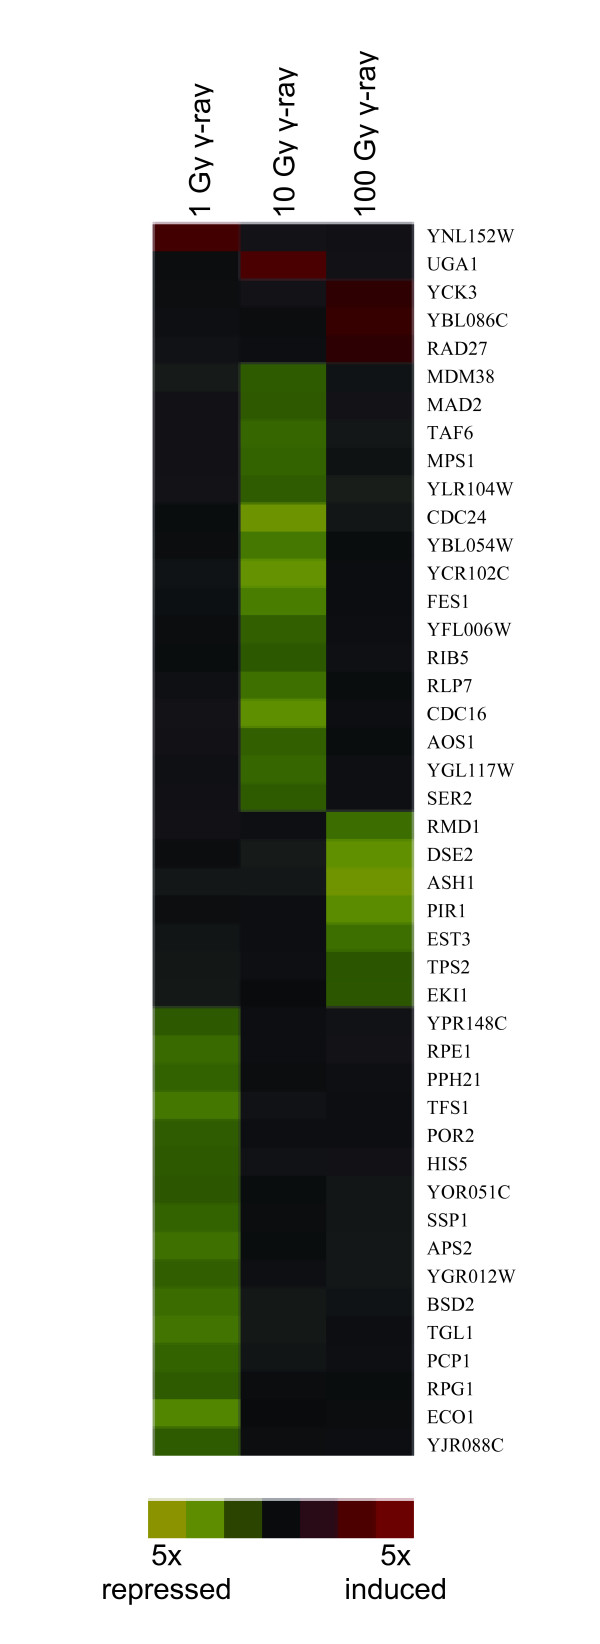
**Genes responding to only one dose of γ-ray**. Hierarchical clustering of the transcriptional response of S. cerevisiae after exposure to one of three doses of γ-ray (1 Gy, 10 Gy, or 100 Gy) identified 44 genes that showed at least a 3 fold transcriptional response to only one dose of γ-ray. Genes in this figure had at least a 3 fold modulation to one dose and less than a 1.4 fold modulation to all other doses.

**Figure 5:**
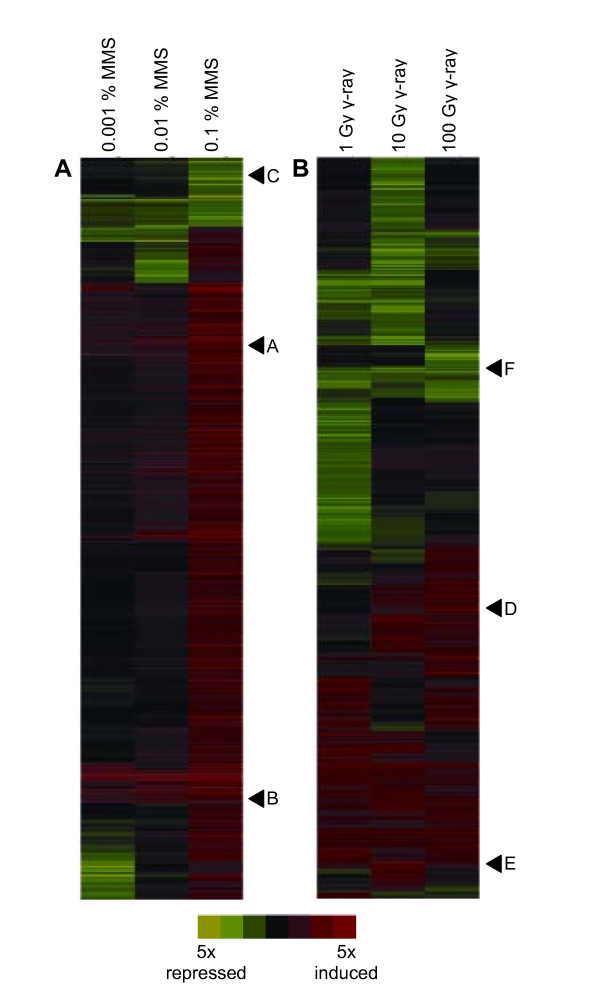
**Global transcriptional response to MMS or γ-ray**. (A) Hierarchical clustering of 714 genes with at least one transcriptional modulation of 3-fold or greater upon exposure to MMS. *S. cerevisiae *cultures were exposed to one of three doses of MMS (0,001%, 0.01%, or 0.1% (v/v)) and their global transcriptional response was compared to that of control cells not exposed to MMS. (B) Hierarchical clustering results for 482 *Saccharomyces cerevisiae *genes with at least one transcriptional modulation of 3-fold or greater in response to γ-ray exposure. *S. cerevisiae *cultures were exposed to one of three doses of γ-ray (1 Gy, 10 Gy, or 100 Gy) and their global transcriptional response was compared to that of control cells not exposed to γ-ray. Six smaller clusters (A-F) are highlighted because they showed a dose-dependent response (either monotonically increasing, monotonically decreasing, or biphasic) to either MMS or γ-ray.

**Figure 6:**
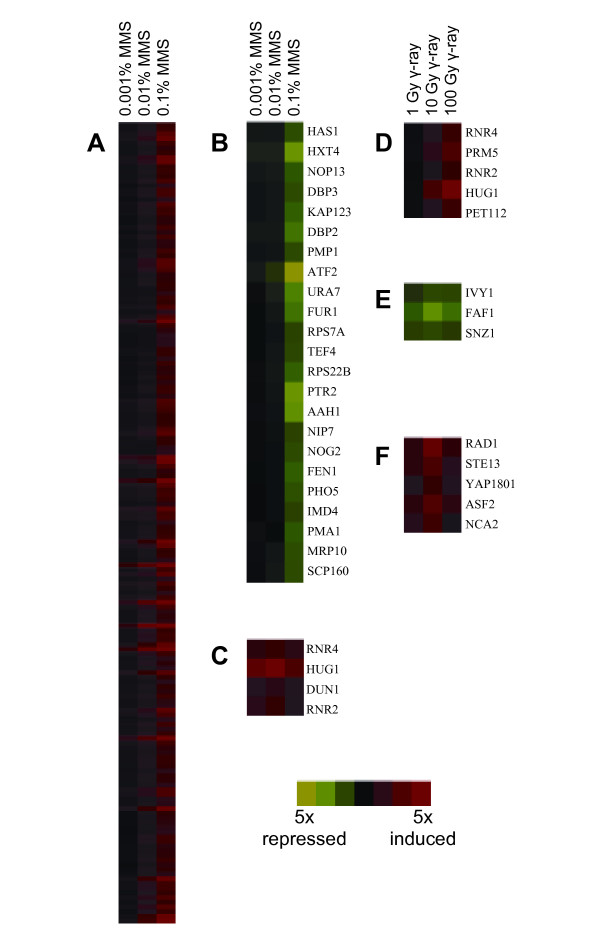
**Clusters with a dose-dependent response to MMS or γ-ray**. Six gene clusters with a dose dependent response (either monotonically increasing, monotonically decreasing, or biphasic) to either MMS or γ-ray. MMS doses tested were 0.001%, 0.01%, and 0.1%. γ-ray doses tested were 1 Gy, 10 Gy and 100 Gy. (A) monotonically increasing induction by MMS, (B) monotonically decreasing repression by MMS (C), biphasic induction by MMS, (D) monotonically increasing induction by γ-ray, (E) biphasic repression by γ-ray, and (F) biphasic induction by γ-ray.

**Figure 7:**
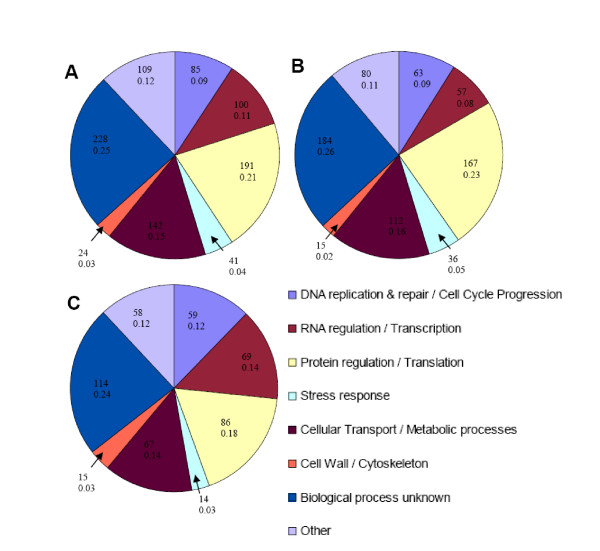
**GO annotations of responsive genes**. (A) Summary of the GO biological process for each of the 920 *S. cerevisiae *genes with a statistically significant response to MMS and/or γ-ray [81]. The majority of the genes with known function are involved in DNA synthesis or repair, transcription, or translation and indicate a massive cellular response to MMS and/or γ-ray. (B) Summary of the GO biological process for each of the 714 genes with a 3-fold transcriptional modulation in response to at least one MMS concentration tested. (C) Summary of the GO biological process annotations for each of the 482 genes with a 3-fold transcriptional modulation in response to at least one dose of γ-ray.

# Supplementary material for: Analyzing the dose-dependence of the Saccharomyces cerevisiae global transcriptional response to methyl methanesulfonate and ionizing radiation
**Source:** BMC Genomics. 2006 Dec 1;7:305. doi: 10.1186/1471-2164-7-305
**Supplement:** Additional file 7 — Cell viability after exposure to DNA-damaging agent. This table shows the percentage of Saccharomyces cerevisiae cells living one hour after exposure to the DNA damage caused by MMS or γ-ray. Viability was determined by flow cytometry quantifying the percentage of cells excluding propidium iodide.

Supplemental Table – Cell viability after exposure to DNA-damaging agent

Damaging Agent	Dose	Percent Living Cells
MMS	0%	98.9 ± 1.1
	0.001%	98.2 ± 1.2
	0.01%	99.1 ± 0.6
	0.1%	98.7 ± 0.6
γ-ray	0 Gy	99.5 ± 0.1
	1 Gy	99.6 ± 0.2
	10 Gy	99.2 ± 0.7
	100 Gy	99.1 ± 0.5

Percentage of *Saccharomyces cerevisiae* cells living one hour after exposure to the DNA-damaging agent listed. Viability was determined by flow cytometry quantifying the percentage of cells excluding propidium iodide. The average of three independent experiments is shown, with the standard deviation for each dose.

How the deposited data were processed for this re-analysis (not part of the article)

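The data are 24 arrays of RNA from the yeast strain SPY810, 12 of the MMS experiment and 12 of the γ-ray experiment. Each experiment holds 3 replicates of an untreated control and of 3 doses. The methods state that 1 culture was divided into 4 parts, and that the 4 arrays of a replicate were hybridised together. The replicate number therefore stands for the culture, and there were 6 cultures. The cRNA was labelled with biotin, stained with Cy3, hybridised to 1 NimbleGen array per sample in 1 colour and scanned with a GenePix scanner, and the intensity of each probe was extracted by the authors with NimbleScan. The deposited probe files hold this mean intensity on a linear scale, with no normalization and no pooling of samples. The version of NimbleScan and the build of the annotation are not given in the sources used here.

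The authors also deposited 1 table of processed signals, in whole units, whose scaling its heading does not state. Set against the probe files, its values lay within 1 unit of the unscaled mean of PM minus MM, leaving out pairs more than 3 SD from the mean, for 79.7 to 95.4% of the ORFs on 22 arrays, and for 50.5% and 36.2% on those of the γ-ray control and of 100 Gy in replicate 2. With the limit of 2 SD that the methods give it was 14.6 to 43.3% over the 24 arrays. The table is thus not scaled between arrays, and how its values were made for these 2 arrays stays unknown. Its medians per array were 14 to 98 units for MMS and 7 to 68 units for γ-rays. It was scaled to a mean of 1000 units and used as an alternative only.

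The signal of an ORF was computed as the methods describe, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. MM was subtracted from PM in each of the 15 probe pairs, pairs more than 2 SD from the mean were left out, and the rest were averaged. Each array was then multiplied by the factor that gives a mean of 1000 units. This factor was 2.63 to 29.6 for the MMS arrays and 3.29 to 45.3 for the γ-ray arrays. Values under 50 units were then set to 50, which held for 9.85 to 18.2% of the ORFs on the MMS arrays and 13.7 to 29.4% on the γ-ray arrays, and log2 was taken. At this floor changes of weakly expressed genes are understated. An ORF counted as detected on an array where PM lay above MM in a one-sided Wilcoxon test at a p under 0.05, and it was tested where it was detected on at least 3 of the 12 arrays of the experiment. Saturated PM probes were found on 1 array, that of the γ-ray control in replicate 3 (0.00947%). By replicate, 58.2, 51.1, 34.2 and 72.7% of the ORFs were detected in γ-ray replicate 1 (control, 1, 10 and 100 Gy), 78.5, 83.8, 84.2 and 75.6% in replicate 2, and 36.0, 24.4, 37.2 and 43.6% in replicate 3. The correlation of log2 signals between replicates of a condition was 0.863 to 0.955 for MMS and 0.687 to 0.950 for γ-rays, across ORFs.

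Fold changes were fitted with R 4.3.3 and limma 3.58.1 (lmFit with condition and culture, then eBayes with a trend), in 1 fit for each experiment, and p was adjusted by the Benjamini-Hochberg method over the ORFs tested. The difference between the agents, as the mean over the doses and as 0.1% MMS minus 100 Gy, came from 1 fit of all 24 arrays with the 6 cultures as blocks, over the 5211 ORFs tested in both experiments. That restriction to ORFs tested in both was not written down with the rest of the design. A gene was counted as changed at least 3-fold when it passed at some dose of the agent and reached 3-fold at some dose, and as changed at a single dose when it stayed under 1.4-fold at the others. Gene lists were tested with camera, with a preset correlation of 0.01 and with an estimated one, and with fry. Camera sets a list against all other genes, and a list can thus have a positive median and a camera test that points down where the median ORF is higher. Similarity between treatments was the uncentred correlation of fold changes with average linkage, and 100 simulated experiments with no effect gave its level from the shared controls.

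That the replicate numbers pair the arrays comes from the methods. As a check, deviations from the condition means were correlated between arrays of an experiment. For MMS the mean correlation was 0.101 for the 18 pairs with the same number (-0.00573 to 0.386) and -0.160 for the 48 other pairs, and for γ-rays 0.173 (0.0352 to 0.347) and -0.179. Subtracting the mean of 3 arrays makes the other pairs negative even without pairing, so their value is no evidence for it.

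Genes were named through the annotation of the array and a table of genes of assembly R64, used for names only. Of 6333 probe sets, 5699 had 1 symbol, 634 had none and 0 had several, and 5697 were found in that table. Of 88 genes that the paper names, 1 had no probe set. The text names the 10 most increased and 10 most decreased genes at 0.1% MMS and at 100 Gy and 5 of each at the other doses, among genes that passed, had the same sign in all 3 cultures and were detected on all 3 arrays of the higher group. It also names every gene the paper names in its results or small figure panels, up to 4 members of each gene list with the largest change at the highest dose of an agent among those that passed, or 2 with the smallest p where none did, and the 5 most increased and 5 most decreased in the difference between the agents. Values in the paper's tables had been seen when this rule was written. The 34 lists hold 729 members, of which 9 had no probe set. They cover DNA repair and the checkpoint, ergosterol and fatty acid synthesis, the proteasome, ubiquitin, chaperones, oxidative and general stress, ribosomes and their assembly, amino acid and sulfur metabolism, cell separation and cycle stages, histones, respiration, hexose use, mating, other cell states, mRNA ends, the unfolded protein response and the genes of the paper's motifs. A few named genes and members of lists are not reported here.

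Genes that were not detected on any array of a group have a bound in place of a fold change. With such genes at their bound, medians of lists moved from 1.22 to 1.91 for genes of MATα cells at 0.1% MMS, from 0.04 to 0.33 for end joining and 0.04 to 0.27 for meiosis at 10 Gy, from 0.57 to 0.37 for quiescence, 0.44 to 0.27 for recombination, 0.38 to 0.54 for mismatch repair and 0.30 to 0.44 for end joining at 0.01% MMS, from 0.35 to 0.53 for G1/S genes at 0.1% MMS and from 0.18 to 0.30 for 3′ end processing at 10 Gy. The other medians moved by at most 0.074.

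The fits were tested on simulated data with the spread of the real arrays and 200 genes changed by known amounts. For 0.1% MMS, over 5640 ORFs, log2 changes of 1, 2 and 3 were recovered for 73.1, 97.0 and 100% of the genes, and 3.74% of the calls were false. For 100 Gy, over 5306 ORFs, it was 32.8, 76.1 and 92.4%, with 4.29% false. For the difference between the agents, over 5211 ORFs, 52% of the changes of 2 were recovered, with 5.45% false. With nothing changed, 0 genes were called at 0.1% MMS and 0 at 100 Gy.

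The alternatives tried were a floor of 1 or 100 units, PM signal alone (background correction by normexp with an offset of 50, quantile normalization of probes and median polish), scaling to a common median, quantile normalization, testing every ORF, the fit without the culture, each replicate left out, all 24 arrays in 1 fit, the authors' processed values, an ordinary one-sample test of the 3 ratios with a floor of 1 unit and Storey's q-values (lambda 0.5), and for the similarity of treatments all ORFs or a floor of 1 unit. Chosen after the data were seen were a limit of 3 SD for probe pairs, ORFs detected on all 12 arrays, leaving out the dimmest pair of γ-ray arrays (1 Gy in replicate 3 and 10 Gy in replicate 1), a 3-fold change with no adjusted p, the same with a floor of 1 unit, the similarity after median scaling, quantile normalization or without a replicate, and scaling on the ORFs outside the 5% with the highest control signal. Groups of samples were also split in other ways, at most 100 splits a result. The search for motifs upstream of genes was not run, since no genome sequence was used here. Plots were drawn with matplotlib 3.10.9.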

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

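Among the tests in this part, those of the scaling shift at 0.1% MMS, of the handling of the untreated parts for the Hap1p genes and of the hypoxic genes at 0.1% MMS were chosen only after the results had been seen.

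Gene groups that the paper does not discuss moved as well. Genes of the respiratory chain had medians of -0.81, -0.86 and -0.73 at 0.001%, 0.01% and 0.1% MMS, with 8, 14 and 16 of 28 lower and 0, 0 and 1 higher (15, 17 and 16 lower and 0, 0 and 1 higher when adjusted over the list alone; adjusted p = 0.0026, 0.0019 and 0.0089 with an estimated correlation). Amino acid synthesis genes that Gcn4p activates had medians of 0.65 at 0.01% and 1.51 at 0.1% MMS (0.53 and 0.91 relative to the median ORF), with 12 and 22 of 25 higher and none lower (14 and 22 higher when adjusted over the list alone; adjusted p = 0.0019 and 0.0076 with an estimated correlation), and 7 higher at 0.01% after median scaling. The 8 histone genes had medians of -0.53 and -0.68 at 0.01% and 0.1% MMS and -0.99 at 100 Gy (-0.64, -1.28 and -1.22 relative to the median ORF), with 4 (0 after quantile normalization), 6 and 4 (3 after median scaling) lower and none higher (7, 6 and 8 lower when adjusted over the list alone; adjusted p = 0.033, 0.041 and 0.013 with an estimated correlation). G2/M genes of the CLB2 cluster had a median of -0.72 at 0.1% MMS (-1.32 relative to the median ORF), with 3 of 13 lower (3 when adjusted over the list alone; adjusted p = 0.041 with an estimated correlation). For hexose transport and glycolysis, whose counts stand beside the paper's text on metabolism, the median there was -0.74. After median scaling 24 of the respiratory genes, 8 of the histone genes and 7 of the G2/M genes were lower at 0.1% MMS and none was higher.

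The agents differed for 104 of 5211 ORFs in the mean over the doses (35 higher and 69 lower with MMS) and for 638 between 0.1% MMS and 100 Gy (322 higher and 316 lower), by limma's test of the difference. The 104 became 36, 25 and 90 without replicate 1, 2 and 3, 44 in the fit without the culture as a replicate block, 68 (14 higher, 54 lower) after median scaling and 194 without the dimmest pair of γ-ray arrays. After median scaling 131 were higher and 562 lower between 0.1% MMS and 100 Gy. Of the genes detected in every condition, SSU1 had the largest positive difference of means over the doses, 4.94 ± 0.59 (adjusted p = 1.4e-05), followed by GPX2 with 2.92 ± 0.64 (adjusted p = 0.014), TFS1 with 2.92 ± 0.60 (adjusted p = 0.0084) and NPL4, and ERG5 was among the lowest with -3.34 ± 0.50 (adjusted p = 3.4e-04), sizes that the floor can understate where some arrays had no signal above it. The difference also passed for RNR3, higher with MMS, and for CYC1, CYB5 and SCM4, a mitochondrial outer membrane protein, lower with MMS, but its size was not measured, since RNR3 was not detected in the MMS controls nor the others at 0.1% MMS.

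At 0.1% MMS most ORFs past the test were higher under scaling to a common mean, but not under median scaling, and the 317 ORFs with the highest control signal, the top 5%, fell from 61.3 ± 1.9% of the summed signal in the control to 39.5 ± 3.2% (SD, n = 3), the ribosomal protein genes from 31.1 ± 1.7% to 15.5 ± 3.0%. At a common mean the other ORFs by arithmetic gain the share that these lose, so a lower share goes with a rise of the others. Whether the top ORFs fell or the others rose in amount stays open. Scaling on the other ORFs gave a median change of -0.0044 in place of 0.60 (SD 0.12 between cultures). Such scaling centres most ORFs whatever the cause (-0.0077 with a known 2-fold rise of the other ORFs put into the data), so it cannot decide this. Signals near the background cannot be told apart as a further cause, since ORFs detected on all 12 arrays had a median of 0.37 (0.25 to 0.51 over the cultures), between the bounds set for this test. More mRNA of most genes per cell stays open too. No RNA of known amount was added, and the unscaled signal of those ORFs, -0.48 ± 0.42 (SD), depends on labelling and scan.

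The γ-ray changes of at least 3-fold at 1 dose with under 1.4-fold at the others were tested by picking genes on 2 replicates and looking at the replicate left out, where 207 of 400 cases (356 genes) moved the same way, 51.75% (95% Wilson interval 46.9 to 56.6), with a median of 0.056 in that direction against 1.84 in the replicates used to pick. This share argues against a response to a single dose as the account of these cases as a set, and noise of single arrays may account for it. The cases were picked on fold change with no adjusted p, so they do not test the paper's genes, which were also filtered by an FDR. By dose the share was 50.8% at 1 Gy, 45.5% at 10 Gy and 67.1% (55.5 to 77.0) at 100 Gy, so that a response of some genes at 100 Gy stays open. At 10 Gy the median in the replicate left out was 0. A change of 0, as between signals at the floor, goes neither way and may lower the share. In MMS the same procedure gave 94.7% of 962 cases, but 944 of these were at 0.1% MMS (95.4%), so the lower MMS doses are hardly covered. PIR1, which passed at 100 Gy alone, was not tested this way on its own.

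From 0.001% MMS, 6 of 11 genes known to be activated by Hap1p, the heme-dependent regulator, were lower and 0 higher (median -1.22), against medians of 0.05, 0.25 and 0.31 at 1, 10 and 100 Gy, but the values of 8 of them had been seen when the list was written, and the 3 others had a median of -0.08 at 0.001% MMS. These were ROX1 at -1.99 ± 0.51 (adjusted p = 0.10), NCP1 at -0.08 ± 0.15 and YHB1 at -0.05 ± 0.16, of which none passed. At 0.1% MMS ROX1 was at 0.47 ± 0.51, without passing. All 11 hypoxic genes tested had a median of 0.70 at 0.001% MMS, with 3 higher and 1 lower, but TIR1 and COX5B among them had been seen. Loss of activation by Hap1p would raise hypoxic genes in general, and the 9 whose values had not been seen had a median of 0.086 ± 0.26 at 0.001% MMS (SE between genes; -0.29 to 0.57 over the cultures), with HEM13 at 1.74 and ANB1 at -0.84 past the test. At 0.1% MMS their median was -0.31 ± 0.39 (-0.78 to -0.28 over the cultures), -0.91 relative to the median ORF, with 1 higher and 3 lower, and HEM13 and ANB1 were lower (ANB1 at -2.64). A rise of the 9 genes as a set was thus not seen at this dose. Other effects of this dose on the hypoxic genes cannot be told apart, as 2792 ORFs passed there, so that this loss is not excluded. Different handling of the untreated part of each culture would shift all MMS doses alike, though the methods state that this part was otherwise treated identically. The Hap1p genes moved from 0.001% to 0.1% MMS by a median of -0.62 ± 0.40 (SE between genes) relative to the median ORF. Before this subtraction 4 were higher and 6 lower. That median lies beyond the bound set for this test by less than its SE. The mean over the cultures, -1.11 ± 0.31 (SD; -1.45 to -0.83), lies beyond it by more than its SD. The 3 Hap1p genes not seen before had a median of -0.13 relative to the median ORF at both doses, so such handling stays open. At 0.001% MMS such handling and loss of activation by Hap1p cannot be told apart, since each culture had 1 untreated part. The 9 hypoxic genes not seen before went both ways there. Their median lay below the bound of 0.2 by less than its spread between genes or cultures, a measure chosen only after the values were seen.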

How the results depend on the processing

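Of the settings in this part, the limit of 3 SD for probe pairs, ORFs detected on all 12 arrays, the dimmest γ-ray arrays left out, the counts with no adjusted p and the similarity after other scalings or without a replicate were chosen only after the data were seen.

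Signal over background limits the γ-ray values, with 24.4 to 43.6% of the ORFs detected on the arrays of replicate 3. Counts of changed genes held within 1.5 times with a floor of 100 units, with the authors' processed values and with pairs over 3 SD left out. For single genes 19768 values under other settings stayed on the same side of the test, 819 no longer passed and 122 newly passed. Another 6 changed sign and passed under the main or the other setting. Changes of sign of genes that passed under neither setting were not counted apart and lie among the 19768. For gene lists 1892 counts held within 1.5 times and 250 moved, 32 of them after median scaling, the most for 1 setting. The 6 values that changed sign with a pass were all at 0.1% MMS. With PM signal alone they were EXO1 at -0.077 and NDT80 at -0.16. After median scaling they were MFA1 at -0.63, RNR1 at -0.051, HIS1 at -0.60 and HAC1 at -0.72. The cause of the changes below was not tested, apart from settings that use fewer ORFs or arrays. Camera passed for 80 tests of gene lists over the doses and for 65 to 87 under the other settings, apart from the fit of all 24 arrays and the ordinary test, for which it was not run, as the search for motifs was not.

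With a floor of 1 unit, 4 genes passed with a 3-fold change for γ-rays, 0 at a single dose, and 69 differed between the agents. With PM signal alone 131 genes passed at 0.01% and 1729 at 0.1% MMS, 80 with a 3-fold change (63.75% induced, 33 monotonically induced), and 3 for γ-rays (100% induced, 0 at a single dose). After median scaling 32.8% of the genes with a 3-fold change in MMS were induced, 150 monotonically, 68 genes differed between the agents, 1109 were lower at 0.1% than at 0.01% MMS and 2 differed between 100 and 10 Gy. Quantile normalization gave 156 genes at 0.01% MMS, 52.1% induced and 212 monotonically induced. Testing every ORF gave 34 genes at 0.001% MMS, 5 for γ-rays with a 3-fold change, 0 at a single dose, and 2 between 100 and 10 Gy.

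Without the culture as a replicate block 6 genes passed at 100 Gy, 5 with a 3-fold change for γ-rays, 0 at a single dose, 44 differed between the agents and 0 between 100 and 10 Gy, and no other count moved by over 1.5 times. With all 24 arrays in 1 fit, which share 1 estimate of the spread, 105 genes passed at 0.01% and 1788 at 0.1% MMS, 5, 6 and 69 at 1, 10 and 100 Gy, 35 with a 3-fold change for γ-rays, 4 at a single dose, 387 were lower at 0.1% than at 0.01% MMS and 17 differed between 100 and 10 Gy. The ordinary test with a floor of 1 unit and q-values called 0 genes at 0.001% and 0.01% MMS, 1523 at 0.1% and 0 at 100 Gy, 658 with a 3-fold change in MMS (83.6% induced, 318 monotonically) and 0 for γ-rays, 0 at a single dose, 1 between the agents, 5 lower at 0.1% than at 0.01% MMS and 0 between 100 and 10 Gy.

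Over the ORFs detected on all 12 arrays, which are fewer, 1547 passed at 0.1% MMS and 36 at 100 Gy, 321 with a 3-fold change in MMS (85.0% induced, 193 monotonically) and 3 for γ-rays (100% induced, 0 at a single dose). Without the dimmest pair of γ-ray arrays 1 gene passed at 10 Gy, 46 at 100 Gy, 19 with a 3-fold change, 3 at a single dose, 194 differed between the agents and 0 between 100 and 10 Gy. With no adjusted p, 403 genes had a 3-fold change for γ-rays, 45 at a single dose, and with a floor of 1 unit as well 1963 for MMS (63.5% induced) and 2629 for γ-rays, 343 at a single dose. The mean correlation between doses of 1 agent less that between MMS and γ-ray doses, 0.308, was 0.350 over all ORFs, 0.473 with a floor of 1 unit, 0.391 after median scaling and 0.420 after quantile normalization.

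With each replicate left out in turn, 19 to 32 genes passed at 0.001%, 107 to 131 at 0.01% and 1801 to 2405 at 0.1% MMS, 0 to 1 at 10 Gy and 2 to 22 at 100 Gy. For MMS 84.7 to 87.9% of the genes with a 3-fold change were induced, and for γ-rays 2 to 13 genes had one, 53.8 to 100% induced and 0 to 5 at a single dose. Between the agents 25 to 90 differed, 396 to 487 were lower at 0.1% than at 0.01% MMS, 0 to 6 differed between 100 and 10 Gy, and this difference of mean correlations was 0.309 to 0.374. Without replicate 1, 2 and 3 in this order, the counts were 27, 19 and 32 at 0.001% MMS, 122, 107 and 131 at 0.01% MMS, 9, 2 and 22 at 100 Gy, 8, 2 and 13 for γ-rays with a 3-fold change and 6, 0 and 4 between 100 and 10 Gy. At 0.1% MMS and for genes lower there than at 0.01% MMS the lowest counts were those without replicate 1, and 5 genes at a single γ-ray dose were found without replicate 3.

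Other splits of the arrays of 2 conditions number 10, too few for a share under 0.05. The real counts were 57, 272 and 2792 at the MMS doses, 15 at 100 Gy, 599 for genes lower at 0.1% than at 0.01% MMS, 9 between 100 and 10 Gy and 104 between the agents, each reached by 1 split, the real one, and the highest other count was 0. At 1 and 10 Gy all 10 splits gave 0. For genes with a 3-fold change 100 splits of the 12 arrays were drawn, and 3 reached the 1073 of MMS and 4 the 8 of γ-rays, the real one included. The shares, 0.03 and 0.04, lie too close to 0.05 with so few draws to exclude chance. The highest others were 1212 and 12, and the splits as large as the real one, 2 for MMS and 3 for γ-rays, kept the 3 arrays of the highest dose together, as 5 draws did for each agent. Among the other 94 the highest were 284 and 1.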

Differences from the paper's values

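The alternatives with no adjusted p in this part were chosen only after the paper's values had been seen.

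At thresholds of 3-fold and an FDR of 0.05, which here had to be met within the agent, the paper counts 714 genes for MMS and 1073 were found. Of the alternatives set before the data were examined, a floor of 1 or 100 units (903 and 816), median scaling (854), quantile normalization (766), testing every ORF (1048), no culture in the fit (1070), replicate 1 or 3 left out (923 and 1006), all 24 arrays in 1 fit (992) and the ordinary test with q-values (658) lie within 1.5 times of the paper's number, and PM signal alone (80), replicate 2 left out (1253) and the authors' processed values (1111) do not. The paper's 581 induced genes compare with 939 here, and a floor of 1 or 100 units (774 and 709), quantile normalization (399), replicate 1 left out (782), all 24 arrays in 1 fit (866) and the ordinary test (550) come within 1.5 times, unlike the others. For monotonic induction the paper gives 171 genes and 495 were found, with median scaling (150) and quantile normalization (212) the only alternatives near it, and for monotonic repression the paper gives 23 against 65, with PM signal alone (20) the only one. At 0.1% MMS alone Fig. 2 gives about 530, read by eye, against 987, and a floor of 1 or 100 units (706 and 753), median scaling (772), quantile normalization (678), replicate 1 left out (794) and the ordinary test (524) come within 1.5 times.

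For γ-rays the criteria differ. The paper asks for its FDR in at least 1 experimental treatment, while here a gene had to pass at a γ-ray dose. A gene of the paper's γ-ray count may thus have met the FDR at an MMS dose only, and no alternative here used such a rule. The paper counts 482 genes and 8 were found here, and none of the alternatives set before the data were examined comes near. The same holds for the paper's 228 induced genes against 5, for its 44 genes at a single dose against 1, of which it gives 5 as induced against 0 and 39 as repressed against 1, for its 16 repressed at 1 Gy against 0, and for the numbers read by eye in Fig. 2, about 280 genes for both agents against 6, about 110 at 1 Gy alone against 0, about 110 at 10 Gy alone against 0, and about 73 at 100 Gy alone against 7. With no adjusted p, a setting chosen after seeing these values, 403 genes reached 3-fold for γ-rays, of which 326 were induced, and 45 did so at a single dose, with 23 induced and 22 repressed, 7 of them at 1 Gy. With a floor of 1 unit as well there were 2629, and 343 at a single dose, 69 induced and 274 repressed, 128 at 1 Gy. How many of the paper's genes these settings drop was not counted, since 479 of the 482 rows of Additional file 4 were read. The limma test called 0 genes at 1 and 10 Gy, and the paper's text names no test beside Storey's FDR.

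The 68 genes that the paper names and gives values for were read from 916 of the 920 rows of Additional file 2 in log2. Each was compared at 1 dose only, the one where the paper's change was largest in size. There 68 had the same sign here, 44 passed the test and 16 differed by more than the replicate SD. Signs at the other doses were not compared, and both sets of values come from the same samples. At 10 Gy the paper gives -3.66 for CDC24, -1.77 for IVY1, -3.36 for FAF1, 4.26 for RAD1, 3.45 for ASF2 and 2.67 for NCA2, and the values here were -0.70, -0.90, -1.47, 1.34, 1.02 and 0.82. A floor of 1 unit, alone or with the ordinary test, is the alternative set before the data were examined that comes within the SD for these, with -2.58, -2.22, -2.70, 5.11, 2.90 and 2.71, and for IVY1 also median scaling (-1.25) and replicate 2 left out (-1.28). The same floor does so for RAD7 at 0.001% MMS, with -2.70 in the paper, -0.96 here and -2.84 at that floor. The authors' processed values do so for LCB5 at 10 Gy (1.83 in the paper, 0.99 here, 1.76 with them), MRP10 at 0.1% MMS (-1.84, -0.72 and -1.84), RNR2 at 0.01% MMS (2.19, 2.31 and 2.19, and 2.12 with median scaling and 2.25 without replicate 1) and HRP1 at 0.1% MMS (1.80, 1.97 and 1.80, and 1.91 without replicate 2). For PRM5 at 100 Gy (3.30 in the paper and 2.12 here) it is replicate 2 left out, with 2.55. For ECO1 at 1 Gy (-3.12 and -0.82), HSM3 at 100 Gy (2.59 and 1.49), STE13 at 10 Gy (3.21 and 1.14) and PTK2 at 10 Gy (-3.26 and -0.26) no such alternative does.

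For the motif of Fig. 4 the paper's text speaks of genes induced by 1 Gy, while the paper's values in Additional file 4 are below 0 at 1 Gy for 16 of the 16 genes of Additional file 5, and the median of the 15 tested here was -1.10.

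The paper's clustering joins 0.01% MMS with 0.1% MMS first, and here 0.001% and 0.01% MMS joined first, at 0.789, against 0.762 for 0.01% and 0.1% MMS.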

Other observations

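No test in this part was chosen after its result was seen. Among genes of the respiratory chain, COX7 and COX4, subunits of cytochrome c oxidase, were at -3.42 ± 0.44 and -3.05 ± 0.24 and CYT1, cytochrome c1, at -2.14 ± 0.62 at 0.1% MMS, and the list's medians relative to the median ORF were -0.86, -0.98 and -1.33 from the lowest MMS dose up. At 1, 10 and 100 Gy limma called 0 of 28 (2, 1 and 0 higher at an unadjusted p under 0.05), and the difference of the means over the doses was lower with MMS for 9 of 28 (15 when adjusted over the list alone; median -0.93, adjusted p = 7.5e-04 with an estimated correlation). Of the amino acid synthesis genes, ARG1 and ARG3 of the arginine pathway rose by 4.34 ± 0.17 and 3.59 ± 0.34 and LYS1 of the lysine pathway by 3.64 ± 0.20 at 0.1% MMS, and after median scaling 15 were higher and 3 lower. The difference between the agents was higher with MMS for 4 of 23 (6 when adjusted over the list alone, and 1 after median scaling; median 0.58, adjusted p = 0.0017 with an estimated correlation). The histone genes HTB2, HTA2 and HTA1 were at -2.17 ± 0.25, -1.73 ± 0.15 and -1.53 ± 0.16 (-2.33 after median scaling) at 0.1% MMS and HTB2, HTA1 and HHF2 at -1.31 ± 0.21, -1.13 ± 0.17 and -1.10 ± 0.17 (-1.32 after median scaling, adjusted p = 0.069) at 100 Gy, and limma called 0 of 8 different between the agents (0 higher and 2 lower with MMS at an unadjusted p under 0.05). Of the G2/M genes SWI5, a regulator of cell cycle genes, was at -2.08 ± 0.60, BUD4, a bud site protein, at least 2.55-fold lower (adjusted p = 0.013) and CLB1, a B-type cyclin, at -1.57 ± 0.48 (adjusted p = 0.012, in 2 of 3 cultures) at 0.1% MMS. At 100 Gy limma called 0 of 13 (0 higher and 1 lower at an unadjusted p under 0.05), with a median of 0.03 but a mean of -0.07. Leaving out 1 replicate ended the call of CYT1 at 0.1% MMS (without replicate 3, adjusted p = 0.086), HTB2 at 100 Gy (without replicate 1 or 2, adjusted p up to 0.37), HTA1 at 100 Gy (without replicate 1 or 2, adjusted p up to 0.20), HHF2 at 100 Gy (without replicate 1 or 2, adjusted p up to 0.28), SWI5 at 0.1% MMS (without replicate 1, adjusted p = 0.068), BUD4 at 0.1% MMS (without replicate 1, 2 or 3, adjusted p up to 0.077) and CLB1 at 0.1% MMS (without replicate 1 or 3, adjusted p up to 0.20). The ordinary test with a floor of 1 unit ended the calls of COX7, CYT1, HTB2, SWI5, BUD4 and CLB1 at 0.1% MMS, the fit without the culture those of HTB2, HTA1 and HHF2 at 100 Gy, PM signal alone those of HTB2 and HHF2 at 100 Gy, 1 fit of all 24 arrays those of BUD4 and CLB1 at 0.1% MMS, a floor of 1 unit that of SWI5 at 0.1% MMS, and the authors' processed values that of BUD4 at 0.1% MMS.

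Further lists held calls at 0.1% MMS. Of 19 genes of sulfur and methionine metabolism 6 were higher and 4 lower at 0.1% MMS (6 and 4 when adjusted over the list alone), as MET16, a reductase of sulfate assimilation, at 2.78 ± 0.28 and SAM2, S-adenosylmethionine synthetase, at -3.20 ± 0.23, with a median of 0.26 and a mean of 0.29 while camera points down (adjusted p = 0.53 with an estimated correlation), and after median scaling 2 were higher and 8 lower. Of 15 genes of the pheromone response of MATa cells 6 were higher and 1 lower there (6 and 1 when adjusted over the list alone), as KAR4 and FUS1 at 2.69 ± 0.40 and 2.60 ± 0.47 and FAR1, the cyclin-kinase inhibitor, at -1.75 ± 0.60, against 3 higher and 6 lower after median scaling (adjusted p = 0.53 with an estimated correlation), and at 100 Gy 1 of 14, MFA1, was higher (2 when adjusted over the list alone, and 0 after median scaling). Of the genes of other cell states, 1 of 2 of MATα cells, SAG1 (α-agglutinin), was higher at 0.1% MMS, at 1.91 ± 0.49 (adjusted p = 0.0043, and 1.27 after median scaling), 1 of 3 of meiosis, NDT80, at 1.38 ± 0.47 (adjusted p = 0.024, and 0.64 after median scaling, adjusted p = 0.28), with a list median of 0.98 while camera points down (adjusted p = 0.97 with an estimated correlation), and 1 of 8 of glucose depletion and quiescence, HSP12 at 3.02 ± 0.18 (adjusted p = 3.0e-09) (1 when adjusted over each list alone). Of 18 genes encoded in mitochondria 7 were lower and 0 higher at 0.1% MMS (7 when adjusted over the list alone, 14 after median scaling and 12 after quantile normalization), as AI2, an intron maturase, at -2.47 ± 0.43, with a median of -1.31 relative to the median ORF (adjusted p = 0.078 with an estimated correlation). With a replicate left out, the test was not passed by FAR1 at 0.1% MMS (without replicate 1 or 3, adjusted p up to 0.20), SAG1 at 0.1% MMS (without replicate 1, adjusted p = 0.080) and NDT80 at 0.1% MMS (without replicate 1, 2 or 3, adjusted p up to 0.087). In other settings, PM signal alone ended the calls of FUS1, SAG1 and NDT80, a floor of 1 unit those of FAR1, SAG1 and NDT80, the ordinary test with a floor of 1 unit those of FAR1, SAG1 and AI2, quantile normalization those of SAG1 and NDT80, testing every ORF that of FAR1, and a floor of 100 units and 1 fit of all 24 arrays that of NDT80.

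As a check of the strain, whose HIS3 and LEU2 genes are disrupted by hisG, the signal of HIS3 was 83.1 ± 27.5 units in the MMS controls (SD, n = 3), detected on 1 of 3 arrays, and 1336 ± 165 units at 0.1% MMS, detected on 3 of 3, while LEU2 was at 1309 ± 142 and 1897 ± 261 units and URA3, whose allele is ura3-52, at 1124 ± 320 and 463 ± 196 units, detected on 3 of 3 in both. At 100 Gy HIS3 was at 3.36 ± 73.4 units against 105 ± 30.5 in the γ-ray controls. These probe sets need not lie in the disrupted part of a gene and so do not check the label of a sample.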
